# Notch signaling determines cell-fate specification of the two main types of vomeronasal neurons of rodents

**DOI:** 10.1242/dev.200448

**Published:** 2022-07-04

**Authors:** Raghu Ram Katreddi, Ed Zandro M. Taroc, Sawyer M. Hicks, Jennifer M. Lin, Shuting Liu, Mengqing Xiang, Paolo E. Forni

**Keywords:** Single cell RNA sequencing, Vomeronasal organ, Notch signaling, Dll4, Neuronal dichotomy, Mouse, Neuronal differentiation

## Abstract

The ability of terrestrial vertebrates to find food and mating partners, and to avoid predators, relies on the detection of chemosensory information. Semiochemicals responsible for social and sexual behaviors are detected by chemosensory neurons of the vomeronasal organ (VNO), which transmits information to the accessory olfactory bulb. The vomeronasal sensory epithelium of most mammalian species contains a uniform vomeronasal system; however, rodents and marsupials have developed a more complex binary vomeronasal system, containing vomeronasal sensory neurons (VSNs) expressing receptors of either the V1R or V2R family. In rodents, V1R/apical and V2R/basal VSNs originate from a common pool of progenitors. Using single cell RNA-sequencing, we identified differential expression of Notch1 receptor and Dll4 ligand between the neuronal precursors at the VSN differentiation dichotomy. Our experiments show that Notch signaling is required for effective differentiation of V2R/basal VSNs. In fact, Notch1 loss of function in neuronal progenitors diverts them to the V1R/apical fate, whereas Notch1 gain of function redirects precursors to V2R/basal. Our results indicate that Notch signaling plays a pivotal role in triggering the binary differentiation dichotomy in the VNO of rodents.

## Abstract (precis)

**Summary:** Single cell RNA sequencing in the vomeronasal organ reveals a crucial role for Dll4-Notch1 signaling in the formation of V1R^+^/apical and V2R^+^/basal vomeronasal sensory neurons of rodents.

## INTRODUCTION

Neural stem/progenitor cells can give rise to multiple neuronal cell types that differ in gene expression, function and neuronal connectivity. Investigating the molecular mechanisms that establish different neuronal cell fates is crucial to understand how neuronal systems evolve and form and to identify mechanisms underlying neurodevelopmental disorders (Livesey and Cepko, 2001; Louvi and Artavanis-Tsakonas, 2006; Bonnefont and Vanderhaeghen, 2021). The vomeronasal organ (VNO) is a specialized chemosensory organ that, in many vertebrate species, is located at the base of the nasal cavity (Levy et al., 2020). The VNO is responsible for the detection of semiochemicals, molecules that can trigger stereotypical mating/sex behaviors, parental behaviors and predator avoidance (Stowers et al., 2002; He et al., 2008; Papes et al., 2010; Flanagan et al., 2011; Trouillet et al., 2021). Most of the vertebrates with a functional VNO have a uniform vomeronasal (VN) system with vomeronasal sensory neurons (VSNs) expressing receptors of the V1R family (Grus et al., 2005). However, rodents and some marsupials have developed a more complex binary VN system including a second type of VSNs expressing receptors of the V2R family (Takigami et al., 2004). In mice, the V1R neurons (often referred to as apical VSNs) express the Gαi2 G protein subunit (encoded by *Gnai2*), the Meis2 transcription factor and are mostly distributed in the apical territories of vomeronasal sensory epithelium (VSE) (Enomoto et al., 2011). Conversely, the V2R neurons (called basal VSNs) express the Gαo G protein subunit (encoded by *Gnao1*), the Tfap2e (AP-2ε) transcription factor and are, for the most part, located in basal regions of the VSE and around the vasculature (Grus and Zhang, 2004; Young and Trask, 2007; Enomoto et al., 2011; Lin et al., 2018; Katreddi and Forni, 2021). Apical and basal VSNs detect distinct types of ligands, connect to different areas of the accessory olfactory bulb (AOB) and control distinct behaviors (Chamero et al., 2011; Oboti et al., 2014; Mohrhardt et al., 2018; Trouillet et al., 2019; Pallé et al., 2020).

In mice, VSN neurogenesis starts during embryonic development at around embryonic day (E) 11.5 and continues throughout life, starting from a limited number of progenitors in the marginal zones of the VNO (Cau et al., 2002; Martinez-Marcos et al., 2005; De La Rosa-Prieto et al., 2009; Taroc et al., 2020; Katreddi and Forni, 2021). How the cell fate of apical and basal VSN types is established is not fully understood. A pivotal study by Enomoto and coworkers previously showed that the transcription factor Bcl11b plays a key role in controlling the correct establishment of apical and basal VSNs in the developing VNO (Enomoto et al., 2011). However, which extrinsic signaling pathways control the expression of Bcl11b in the VNO has not been investigated. Moreover, the same study identified the transcription factor Tfap2e as a potential target of Bcl11b and suggested a role for Tfap2e in controlling basal neuron differentiation. In a follow-up study, we proposed that Tfap2e is not responsible for initiating the apical versus basal identity bifurcation but is instead crucial for the expression of several genes defining, and maintaining, basal VSN molecular identity (Lin et al., 2018). In fact, we observed that after Tfap2e loss of function, basal VSNs lose their expression of basal genes (*Gnao1* and V2Rs) and switch to expressing apical genes such as *Gnai2* and V1Rs (Lin et al., 2018).

In this study, we adopted a single cell sequencing strategy to investigate the mechanisms involved in directing cell fate specification and differentiation of apical and basal VSNs. By following the transcriptomic profile of postnatal stem cells/progenitors and immature VSNs, we identified differential expression of Notch1 receptor and Dll4 ligand across Neurog1^+^/Neurod1^+^ VSN precursors. We then adopted both loss-of-function and gain-of-function *in vivo* strategies to test the role of the Notch signaling pathway in establishing VSN binary differentiation fates. Genetic experiments confirmed differential effects of loss and gain of Notch signaling on the switch between apical and basal VSN cell fate, with Notch loss of function directing cells towards apical fate and gain of function towards basal fate. Our data characterizing the signaling responsible for more complex VNO development offer a new context in which Notch-mediated cell fate choice is a conserved strategy for establishing binary cellular diversification and increasing the neuronal repertoire in developing neuroepithelia.

## RESULTS

### Single cell profiling of the whole adult VNO identifies VSN dichotomy

In mice, adult neurogenesis occurs throughout life at the marginal zones of the VSE (Giacobini et al., 2000; Martinez-Marcos et al., 2005). To identify multiple cell types of the VNO including stem cells, VSNs and non-neuronal cell types, we performed single cell RNA-sequencing (scRNA-seq) from whole VNO. We dissociated single cells from a total of five male mice at postnatal day (P) 60 for the sequencing. 

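The vomeronasal organ (VNO) is a tube on each side of the nasal septum whose epithelium holds the vomeronasal sensory neurons (VSNs), their stem cells and supporting cells. The study describes 2 samples of whole VNO from wild-type males at P60, taken from 5 mice in total, with 10000 cells targeted in each sample. Each sample gave 1 droplet-based library, in which a barcode marks the cell and a unique molecular identifier (UMI) marks each captured mRNA molecule, so that a count is a number of molecules and not of reads. The authors counted UMIs per gene with Cell Ranger on the mm10 mouse genome, merged the libraries with its aggr command and deposited the counts for 32285 genes, before the quality filter of the study. Whether aggr thinned the deeper library is not given in the sources used here. Library 1 held 12814 barcodes and 108005626 UMIs, with a median of 5035.5 UMIs and 1788 genes per barcode. Library 2 held 11270 barcodes and 95442231 UMIs, with a median of 5261 UMIs and 1855 genes per barcode. How the 5 mice were divided between the samples is not given in the sources used here, so the 2 libraries were treated as replicates of 1 pool of mice, whose spread covers capture and counting and need not cover differences between mice. There is 1 condition, and all comparisons are between groups of cells within it. Cells were not used as replicates. For each test, UMIs were summed per library and cell group, and the sums were compared with edgeR's quasi-likelihood test after TMM normalization, over genes with at least 10 UMIs in the sums compared. CPM are the UMIs of a gene per 1000000 UMIs of a group. Because a cell with more UMIs is more often positive for a gene of low expression, shares of positive cells were also computed after each cell was thinned to 6482 UMIs, with shallower cells left out. The alternatives that moved the number of genes called in more than 1 comparison were the library as a block, no filter on low counts and thinned cells, and thinned cells moved the most shares.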

For the analysis, we filtered out low-quality cells and performed clustering and analysis of the scRNA-seq data using Seurat (Stuart et al., 2019). 

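The methods keep genes seen in at least 3 cells and cells with at least 200 genes, and exclude cells with over 9000 genes or over 5% mitochondrial UMIs. Of the 24084 deposited barcodes, 121 had under 200 genes and 15 had over 9000. The mitochondrial limit removed far more, since the median mitochondrial share was 5.47% in library 1 and 5.55% in library 2. Applied as worded, the filter kept 21823 genes and 10592 cells, 5694 of library 1 and 4898 of library 2. Kept cells had a median of 6668 UMIs and 2068.5 genes in library 1, and of 6650 UMIs and 2118 genes in library 2. The wording leaves open whether a cell at exactly a limit stays, so 8 combinations of inclusive and strict limits were counted after the number of cells in the study was known. The 4 that keep cells at exactly 5% gave 10592, and the 4 that exclude them gave 10582. The alternative that moved the number most was a mitochondrial limit of 10%, which kept 18705 cells. Scrublet called 68 cells of library 1 (1.19%) and 104 cells of library 2 (2.12%) doublets, and these were kept except in an alternative without them, which had 10420 cells.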

A total of 10,582 single cell transcriptomes passed quality control measures. Based on the expression of the top 2000 highly variable features across the population, cells were clustered in Seurat object 1 and visualized using uniform manifold approximation projection (UMAP) (McInnes, et al., 2018) (Fig. 1A). We identified neuronal and non-neuronal cell types in the VNO and annotated clusters based on the following gene expression: basal cells (*Trp63*, *Krt5*), stem cell progenitors (*Sox2*, *Ascl1*), neural precursors (*Neurog1*, *Neurod1*), immature neurons (*Gap43*), mature VSNs (*Omp*), sustentacular cells (*Fezf2*, *Cyp2a5*), olfactory ensheathing cells (*S100b*, *Plp1*, *Mpz*, *Sox10*), pericytes (*Pecam1*, *Eng*, *Sox17*), vascular smooth muscle cells (*Tagln*, *Acta2*), Vegfa^+^ cells (*Vegfa*), T cells (*Cd3d*, *Cd3e*), B cells (*Cd19*, *Cd79a*), macrophages (*C1qa*, *C1qb*), monocytes (*Chil3*, *Clec10a*, *Ccr2*) (Fig. 1A; Fig. S1). 

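The cells fell into 32 clusters with 2000 variable genes, 30 principal components and a resolution of 0.8. A cluster was called after a cell type where at least 3 markers listed for that type were raised at least 4-fold over all other cells, a fold set after the clusters had been looked at. Of the clusters that met this, 2 were left unnamed by hand, one of 185 cells with markers of ciliated cells, none of them among its leading genes, and one of 305 cells with markers of mature VSNs, whose leading genes include some of the sustentacular-like cluster. The neuronal classes were 4 clusters of progenitors, precursors and immature neurons (799 cells), an apical mature VSN-like cluster (595 cells) and a basal one (109 cells). The epithelial classes were basal-like (1311 cells in 2 clusters), sustentacular-like (282 cells) and gland-like cells (418 cells), and olfactory ensheathing-like cells numbered 74. Immune classes were macrophage-like (1685 cells in 3 clusters, one of 493 cells with a median of only 843 UMIs), neutrophil-like (754), dendritic-like (364), T cell-like (351), monocyte-like (120) and B cell-like (50). Fibroblast-like cells (555 in 2 clusters) also raised *Tagln*, *Acta2* and *Cnn1*, so both clusters had at least 3 raised markers of vascular smooth muscle as well. *Tagln* and *Acta2* were among the leading genes of the cluster of 175 cells. The cluster of 380 cells also raised *Myh11*, and *Rgs5* and *Pdgfrb* of the list for pericytes. Endothelial-like cells (782, median 5436.5 UMIs) raised *Pecam1* and *Eng*, and also *Sox17* in all but a cluster of 36 cells. *Pecam1* was counted in 83.6% of the 782 cells (95% CI 80.8 to 86.2%) and *Rgs5*, listed as a pericyte marker, in 1.15% (95% CI 0.528 to 2.17%), beside 4.12% and 0.142% of mature VSN-like cells (median 13826 UMIs). *Vegfa* was counted in 159 of 754 neutrophil-like cells (21.1%, 95% CI 18.2 to 24.2%) at a median of 1592.5 UMIs, and in 205 of 282 sustentacular-like cells (72.7%, 95% CI 67.1 to 77.8%) at a median of 11264.5 UMIs, beside 3.27% of mature VSN-like cells. The former are shallower, and the level of *Vegfa* was 186 CPM in them and 161 CPM in the latter. The remaining 2343 cells, in 6 clusters, stayed unnamed. *Trpc2* was not among the genes of the counts, and Fig. S1 was not analysed here.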

We focused our further clustering and analysis on stem cell progenitors, neural precursors and immature neurons with the goal of characterizing the mechanisms underlying VSN cell fate specification. We subset these clusters into Seurat object 2 (Fig. 1B) and re-clustered based on highly variable features among the selected cells. 

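The 799 cells were re-clustered with 15 principal components, and subclusters led by genes of other cell types were left out, which kept 640 cells, 354 of library 1 and 286 of library 2. A second clustering of these at a resolution of 1.0 gave 9 clusters. The 40 genes reported for the lineage were left out of the clustering, so that they did not define the groups compared. The resolution, the removal of subclusters, the names and the limit of 1.5-fold for a raised marker were set after 4 resolutions had been looked at with the reported genes in view. Progenitor-like cells (42) raised *Sox2*, *Kit*, *Mki67* and *Top2a*, and also markers of basal and sustentacular cells. Cycling precursor-like cells (37, of which 70.3% were from library 1) raised *Neurog1*, *Neurod1* and *Mki67*, but *Mgp*, *Dcn* and *Sparc*, genes of connective tissue, were among their leading genes, and they also raised markers of fibroblasts, macrophages, basal cells, gland cells and vascular smooth muscle. Precursor-like cells (86) raised *Neurog1*, *Neurod1* and *Lhx2*, and also *Foxj1* and *Dynlrb2* of the list for ciliated cells. On the branches stood 122 apical-like and 69 later apical-like cells, and 105 basal-branch-like and 54 later basal-branch-like cells. Clusters of 62 and 63 cells lay where the branches part, and raised no full marker list of a branch. They were called apical-side and basal-side from *Meis2* and *Tfap2e*, and of the named apical or basal neighbours of apical-side cells, 43 of 44 were apical, whereas those of basal-side cells were 40 and 40. Apical-side cells also raised *Robo2*, *Mt3*, *Cd79a* and *Cd79b*, and some markers of other cell types were raised in basal-side (ensheathing cells), basal-branch-like (gland cells), later apical-like (neutrophils) and later basal-branch-like cells (endothelial cells and olfactory neurons). Median depth was 18147 UMIs in progenitor-like and 15213 in cycling precursor-like cells, and between 8391 and 9758 in the other clusters. Thinning left out 64 of the 640 cells, with 4 of 37 cycling precursor-like, 8 of 86 precursor-like, 7 of 62 apical-side, 3 of 63 basal-side, 13 of 122 apical-like, 18 of 105 basal-branch-like, 7 of 69 later apical-like, 4 of 54 later basal-branch-like and 0 of 42 progenitor-like cells among them. Free RNA in the droplets gives stray UMIs, so shares are set beside that in macrophage-like cells (median 4509 UMIs, 1330 of 1685 left out by thinning), or in mature VSN-like cells (29 of 704 left out) for genes that macrophages express. Confidence intervals of shares are exact binomial intervals and cover counting error only.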

The expression pattern of known apical- and basal-VSN specific genes (Fig. 1C,E) further corroborated the scRNA-seq subclustering (Enomoto et al., 2011; Lin et al., 2018; Taroc et al., 2020). 

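The apical branch (191 apical-like and later apical-like cells, 975964 and 677482 UMIs in libraries 1 and 2) was compared with the basal branch (159 cells, 832782 and 567993 UMIs). Of 10528 genes tested, 331 were higher and 353 lower in the apical branch at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1797 had an unadjusted p under 0.05. The alternatives that moved this most were the library as a block, which called 1250 genes, and DESeq2, which called 267. The branches are clusters drawn on variable genes of these same cells, so some difference is built into them. These numbers describe the groups and are no independent evidence that the branches differ. The genes the study names for the branches are markers from which these clusters were named, so their changes describe the groups and are no result of the comparison: log2 fold changes were 5.25 for *Meis2*, 2.94 for *Gnai2* and 1.15 for *Nrp2*. By library, the change of *Meis2* was 6.24 in library 1 and 4.40 in library 2. Lower in the apical branch were *Tfap2e*, at -6.98 (4 against 435 UMIs), *Gnao1*, at -2.58, and *Robo2*, at -1.34. Among genes past the threshold and changed the same way in both libraries, with the markers of the branches and the vomeronasal receptor genes left out, the largest rises were *Pcolce2* (at least 25.1-fold higher), *Uncx* (at least 20.6-fold), *Gng12* (at least 14.7-fold), *4932441J04Rik* (at least 14.7-fold) and *Gm16140* (at least 12.7-fold), each with 0 UMIs in the basal branch and a floor of 3 counts over the group. *Gm16140* is annotated as antisense, and whether counting used the strand is not given in the sources used here, so its value is uncertain. The largest falls among the same genes were *Rprml* (at least 47.6-fold lower) and *Batf3* (at least 39.3-fold lower), both with 0 UMIs in the apical branch, *Shisa8* (log2 fold change -5.40), *Gm36028* (-4.88) and *Wnt16* (1 against 23 UMIs, a ratio of 0.0368, counting interval 0.000894 to 0.227).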

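Cells of the lineage were grouped by a UMI of *Neurog1* or of *Neurod1* and scored for *Sox2* (ENSMUSG00000074637, chromosome 3 from 34650405 to 34652461, forward strand, protein coding). *Sox2* was counted in 59 of 124 Neurog1+ cells (47.6%, 95% CI 38.5 to 56.7%), 55.1% in library 1 and 38.2% in library 2. Among Neurod1+ cells it was counted in 64 of 228 (28.1%, 95% CI 22.3 to 34.4%), 32% in library 1 and 23.3% in library 2. Thinning moved these shares most, to 33 of 93 cells (35.5%) and 42 of 205 cells (20.5%). Macrophage-like cells held a *Sox2* UMI in 1.54%, and in 1.41% after thinning. Without thinning the interval of Neurod1+ cells lies below that of Neurog1+ cells, after thinning the intervals overlap, and all lie above the background. The groups are not separate, since 106 of the 124 Neurog1+ cells are also Neurod1+.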

Interestingly, *Sox2* expression was found to extend from the Ascl1^+^ progenitor stage cells to Neurog1^+^ and some Neurod1^+^ neuronal precursor-stage cells (Figs 1D and 2B), similar to the findings in the main olfactory epithelium (Guo et al., 2010; Packard et al., 2011). In addition, we found that *Neurod1* expression, which coincides with *Neurog1* in the initial expression, is retained beyond the dichotomy splitting apical and basal VSN lineages (Figs 1D and 2B). 

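*Neurod1* (ENSMUSG00000034701, chromosome 2 from 79452521 to 79456751, reverse strand, protein coding) was counted in 50 of 62 apical-side cells (80.6%, 95% CI 68.6 to 89.6%), 81.2% in library 1 and 80% in library 2, and in 83.6% of them after thinning. In basal-side cells it was counted in 41 of 63 (65.1%, 95% CI 52.0 to 76.7%), 73.1% in library 1 and 59.5% in library 2, and in 63.3% after thinning. The share was higher on the apical side in both libraries, and the intervals overlap with and without thinning. *Neurog1* was seen in fewer of the same cells, 11 of 62 apical-side cells (17.7%, 95% CI 9.20 to 29.5%, 9.09% after thinning) and 16 of 63 basal-side cells (25.4%, 95% CI 15.3 to 37.9%, 23.3% after thinning). Later on the branches, *Neurod1* was counted in 10 of 122 apical-like cells (8.20%, 95% CI 4.00 to 14.6%, 3.67% after thinning) and in 0 of 105 basal-branch-like cells, which allows a share of up to 2.86%. Macrophage-like cells held a *Neurod1* UMI in 0.119% (0.282% after thinning) and a *Neurog1* UMI in 0.178%. With the mitochondrial limit at 10% or the resolution at 0.8, the clusters on either side of the split merged, and no value for a side was obtained.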

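*Mki67* (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361, reverse strand, protein coding) encodes Ki67, a protein of dividing cells. Its UMIs were seen in 27 of 42 progenitor-like cells (64.3%, 95% CI 48.0 to 78.4%, 52.4% after thinning) and 37 of 37 cycling precursor-like cells (100%, 95% CI 90.5 to 100%, 97.0% after thinning). Among precursor-like cells the share was 10 of 86 cells (11.6%, 95% CI 5.72 to 20.3%, 10.3% after thinning). After the split no *Mki67* UMI was counted, in 0 of 62 apical-side cells, which allows a share of up to 4.84%, or in 0 of 63 basal-side cells, which allows a share of up to 4.76%. The branches further on also had none, in 122 apical-like cells (up to 2.46%) and 105 basal-branch-like cells (up to 2.86%). These limits are for cells with a UMI and not for cells that express the gene. Of macrophage-like cells, 0.831% held a *Mki67* UMI, 1.13% after thinning.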

We labeled Ki67^+^/Neurog1^+^/Neurod1^+^ cells before the dichotomy as immediate neuronal precursors, whereas Ki67^−^/Neurod1^+^ cells in apical and basal lineages are considered as post-mitotic apical and basal VSN precursors, respectively (Fig. 1B,C).

**Fig. 1.**
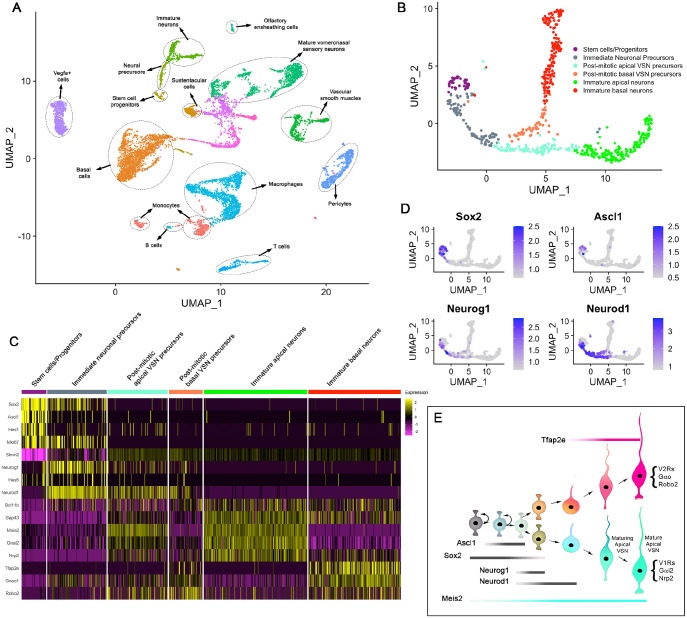
**scRNA-seq identified adult neurogenesis and VSN apical-basal dichotomy in the mouse VNO.** (A) UMAP dimensional reduction plot of Seurat object 1 shows neuronal and non-neuronal cell clusters of the VNO. Each colored cluster of cells corresponds to an identified cell type that has a similar transcriptomic profile. (B) Seurat object 2 generated from stem cell progenitors, neural precursors and immature neurons of Seurat object 1 identifies the VSN apical-basal dichotomy. (C) Heatmap of known gene expression that is specific to each stage of VSN formation. (D) Feature plots of *Sox2*, *Ascl1*, *Neurog1* and *Neurod1* in Seurat object 2. (E) Summary schematic depicting dynamic expression of stage-specific transcription factors throughout apical and basal VSN differentiation.

**Fig. 2.**
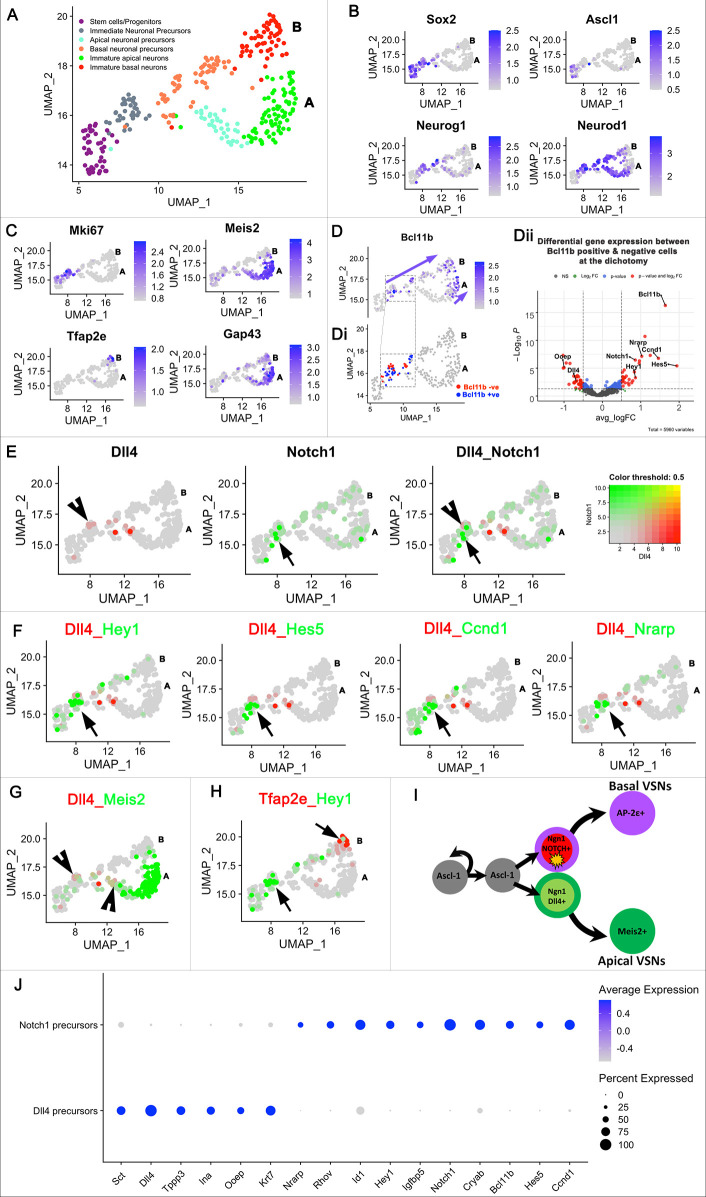
**scRNA-seq analysis identified Notch1-Dll4 signaling in the VSN dichotomy.** (A) UMAP dimension plot of Seurat object3 specifically focusing on the VSN apical-basal split. Letters A and B on the right of the UMAP denote apical and basal VSN branches, respectively. (B,C) Feature plots of known marker genes specific to neuronal progenitors, precursors and VSNs. (D) Feature plot of *Bcl11b* expression across the VSN dichotomy. The arrows highlight continuous *Bcl11b* expression in the basal VSN branch. *Bcl11b* expression appears at a later stage in the apical VSN branch. (Di) Feature plot highlighting *Bcl11b*^+^ and *Bcl11b*^−^ cells at the split point used for differential gene expression analysis. (Dii) Volcano plot highlighting *Notch*-related genes differentially expressed between *Bcl11b*^+^ and *Bcl11b*^−^ clusters. (E) Feature plots of *Dll4* (arrowhead) and *Notch1* (arrow) demonstrate their mutually exclusive expression at the VSN dichotomy. (F) Co-expression feature plots of *Dll4* and downstream Notch signaling targets like *Hes5*, *Hey1*, *Nrarp* and *Ccnd1* (arrows) show that active Notch signaling occurs transiently at the split point and early stages of the basal VSN trajectory. (G) Co-expression feature plot of *Dll4* versus *Meis2* highlights *Dll4* expression at the start of the apical VSN branch. (H) Co-expression feature plot of *Hey1* versus *Tfap2e* shows active Notch signaling in the basal VSN branch. (I) Schematic showing the inferred Notch1-Dll4 signaling required for establishing the early VSN dichotomy. (J) Dot plot of a few selected genes that are differentially expressed between the *Dll4*^+^ and *Notch1*^+^ clusters at the VSN dichotomy.

A pseudotime reconstruction was generated by implementing Monocle single cell trajectory analysis on Seurat object 2 (Trapnell et al., 2014; Qiu et al., 2017). In this analysis, we chose Ascl1^+^ neuronal progenitors as a root node (less differentiated stage), and the rest of the single cells in Seurat object 2 were ordered in an unbiased way along the pseudotime. This revealed the formation of a differentiation branched trajectory. This analysis confirmed the validity of the VSN dichotomy obtained from initial Seurat analysis (Fig. S1).

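Monocle was not run here, and the 640 lineage cells were ordered instead by diffusion pseudotime with 20 neighbours, rooted in 1 progenitor-like cell picked by its UMIs of a single gene. On its scale from 0 to 1, the median was 0.0460 (quartiles 0.0284 and 0.0629) in progenitor-like cells, 0.390 (quartiles 0.333 and 0.409) in cycling precursor-like cells and 0.633 (quartiles 0.588 and 0.663) in precursor-like cells. Apical-side and basal-side cells followed at 0.753 (quartiles 0.739 and 0.760) and 0.742 (quartiles 0.715 and 0.794). Their quartiles overlap. Apical-like cells had a median of 0.916 and later apical-like cells 0.939, and on the other branch the order was turned, with 0.946 in basal-branch-like and 0.910 in later basal-branch-like cells. Pseudotime was computed without thinning, and the progenitor-like and cycling precursor-like cells were also the deepest. Fig. S1 was not analysed here.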

### Differential gene expression identifies the expression of Notch signaling-related genes at the VSN dichotomy

To further focus on the origin of the VSN dichotomy, we re-clustered Ascl1^+^ progenitors and VSN neuronal precursors to form Seurat object 3 (Fig. 2A). 

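Each stage was scored for cells with a UMI of 3 transcription factors. *Sox2* was counted in 40 of 42 progenitor-like cells (95.2%, 95% CI 83.8 to 99.4%, 88.1% after thinning), 37 of 37 cycling precursor-like cells (100%, 95% CI 90.5 to 100%, 75.8% after thinning) and 19 of 86 precursor-like cells (22.1%, 95% CI 13.9 to 32.3%, 15.4% after thinning). *Neurog1* (ENSMUSG00000048904, chromosome 13 from 56250478 to 56252163, reverse strand) was counted in 8 of 42 progenitor-like cells (19.05%, 95% CI 8.60 to 34.1%, 11.9% after thinning), 34 of 37 cycling precursor-like cells (91.9%, 95% CI 78.1 to 98.3%, 66.7% after thinning) and 47 of 86 precursor-like cells (54.7%, 95% CI 43.5 to 65.4%, 55.1% after thinning). *Neurod1* was counted in 6 of 42 progenitor-like cells (14.3%, 95% CI 5.43 to 28.5%, 9.52% after thinning), 36 of 37 cycling precursor-like cells (97.3%, 95% CI 85.8 to 99.9%, 97.0% after thinning) and 81 of 86 precursor-like cells (94.2%, 95% CI 87.0 to 98.1%, 100% after thinning). The rise of *Neurog1* and *Neurod1* between the first 2 stages exceeds the counting intervals with and without thinning. Cycling precursor-like cells were named in part from these genes, so the rise describes the groups and is no separate result. Among the 1685 macrophage-like cells, *Neurog1* was counted in 0.178% and *Neurod1* in 0.119%.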

Feature plots of Ascl1, Sox2, Neurog1 and Neurod1 support the temporal transcriptional cascade as neuronal progenitors proliferate and differentiate into immediate neuronal precursors (Fig. 2B). 

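*Meis2* (ENSMUSG00000027210, chromosome 2 from 115863064 to 116065839, reverse strand) was counted in 62 of 62 apical-side cells (100%, 95% CI 94.2 to 100%, 100% after thinning), which were named in part from it, at 2725 CPM, and in all 122 apical-like and 69 later apical-like cells. Before the split it was counted in 37 of 42 progenitor-like cells (88.1%, 95% CI 74.4 to 96.0%, 54.8% after thinning), 19 of 37 cycling precursor-like cells (51.4%, 95% CI 34.4 to 68.1%, 33.3% after thinning) and 45 of 86 precursor-like cells (52.3%, 95% CI 41.3 to 63.2%, 52.6% after thinning), at 177, 133 and 445 CPM. On the basal side it was counted in 13 of 63 basal-side cells (20.6%, 95% CI 11.5 to 32.7%, 18.3% after thinning) at 239 CPM, and further on in 10 of 105 basal-branch-like cells (9.52%, 95% CI 4.66 to 16.8%, 8.05% after thinning) at 56.0 CPM. *Tfap2e* (ENSMUSG00000042477, chromosome 4 from 126716006 to 126736240, reverse strand) was counted in 2 of 122 apical-like cells (1.64%, 95% CI 0.199 to 5.80%, 1.83% after thinning) and in 0 of 62 apical-side cells, which allows a share of up to 4.84%. It had 0 UMIs in 42 progenitor-like cells (up to 7.14%) and in 37 cycling precursor-like cells (up to 8.11%), and was counted in 5 of 86 precursor-like cells (5.81%, 95% CI 1.91 to 13.0%, 3.85% after thinning). *Gap43*, a gene of maturing neurons, was counted in 35 of 86 precursor-like cells (40.7%, 95% CI 30.2 to 51.8%, 38.5% after thinning), 61 of 62 apical-side cells (98.4%, 95% CI 91.3 to 99.96%, 90.9% after thinning), 49 of 63 basal-side cells (77.8%, 95% CI 65.5 to 87.3%, 66.7% after thinning) and 85 of 105 basal-branch-like cells (81.0%, 95% CI 72.1 to 88.0%, 82.8% after thinning). Macrophage-like cells held a UMI of *Meis2* in 3.44% (4.51% after thinning), of *Tfap2e* in 0.237% (0.563%) and of *Gap43* in 1.01%.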

Further analysis showed, as expected (Enomoto et al., 2011; Lin et al., 2018), specific expression of the transcription factor *Meis2* in post-mitotic (Ki67^−^) cells acquiring apical VSN identity and specific *Tfap2e* expression in maturing (Gap43^+^) basal VSNs (Fig. 2C). This confirms previous results (Lin et al., 2018), as the expression of the basal-specific gene *Tfap2e* appears at later stages of maturation compared with apical-specific *Meis2*. 

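*Tfap2e* was counted in 19 of 63 basal-side cells (30.2%, 95% CI 19.2 to 43.0%), 26.9% in library 1 and 32.4% in library 2, and in 26.7% after thinning. In basal-branch-like cells, which lie later in pseudotime, it was counted in 87 of 105 (82.9%, 95% CI 74.3 to 89.5%), 82.5% in library 1 and 83.3% in library 2, and in 78.2% after thinning. This rise exceeds the counting intervals and the difference between the libraries, whereas *Meis2* stood at 100% of apical-side cells in each library. Both sides and basal-branch-like cells were named in part from *Meis2* and *Tfap2e*, so these values follow in part from the names. In later basal-branch-like cells the share with *Tfap2e* was lower, 22 of 54 cells (40.7%, 95% CI 27.6 to 55.0%, 36% after thinning). At resolutions of 1.2 and 1.5, tried after the data had been seen, the share in basal-side cells was 36.2%, and no alternative turned the order.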

Given a previous study (Enomoto et al., 2011) suggesting that *Bcl11b* is a key gene controlling cell fate choice of apical and basal VSNs, we assessed the spatial expression pattern of *Bcl11b* in this cell population (Fig. 2D). 

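*Bcl11b* (ENSMUSG00000048251, chromosome 12 from 107910403 to 108003602, reverse strand, protein coding) was counted in 9 of 42 progenitor-like cells (21.4%, 95% CI 10.3 to 36.8%, 11.9% after thinning), where its level was 26.3 CPM. In cycling precursor-like cells it was counted in 21 of 37 cells (56.8%, 95% CI 39.5 to 72.9%, 48.5% after thinning) at 206 CPM, and among precursor-like cells in 24 of 86 cells (27.9%, 95% CI 18.8 to 38.6%, 25.6% after thinning) at 79.9 CPM. The intervals of the first 2 stages do not overlap without thinning, and those of progenitor-like and precursor-like cells do. A *Bcl11b* UMI was held by 0.890% of macrophage-like cells (1.13% after thinning).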

Initial *Bcl11b* expression was seen at Neurog1/Neurod1 differentiation stages post Ascl1 expression. 

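The clusters just after the split held maturing cells, with *Gap43* in 98.4% of apical-side and 77.8% of basal-side cells. *Bcl11b* was counted in 49 of 63 basal-side cells (77.8%, 95% CI 65.5 to 87.3%), 73.1% in library 1 and 81.1% in library 2, at 226 CPM. Of the apical-side cells, 35 of 62 (56.5%, 95% CI 43.3 to 69.0%) were positive, 62.5% in library 1 and 50% in library 2, at 195 CPM. After thinning the shares were 68.3% and 52.7%. The share was higher on the basal side in both libraries, and the intervals overlap. The level was higher on the basal side only in library 2, at 292 against 203 CPM. In library 1 it was lower on the basal side, at 142 against 189 CPM. Further on, the shares were 78 of 105 basal-branch-like cells (74.3%, 95% CI 64.8 to 82.3%, 72.4% after thinning) and 48 of 54 later basal-branch-like cells (88.9%, 95% CI 77.4 to 95.8%, 68% after thinning) on the basal branch, and 97 of 122 apical-like cells (79.5%, 95% CI 71.3 to 86.3%, 75.2% after thinning) and 60 of 69 later apical-like cells (87.0%, 95% CI 76.7 to 93.9%, 74.2% after thinning) on the apical branch. Between the branches the log2 fold change of *Bcl11b*, apical over basal, was 0.39 (standard error 0.156, adjusted p = 0.173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the library as a block, the higher level in the apical branch passed the threshold. T cell-like cells, which express *Bcl11b*, held a UMI in 37.6% at a median of 3054 UMIs.

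**Figure D1:**
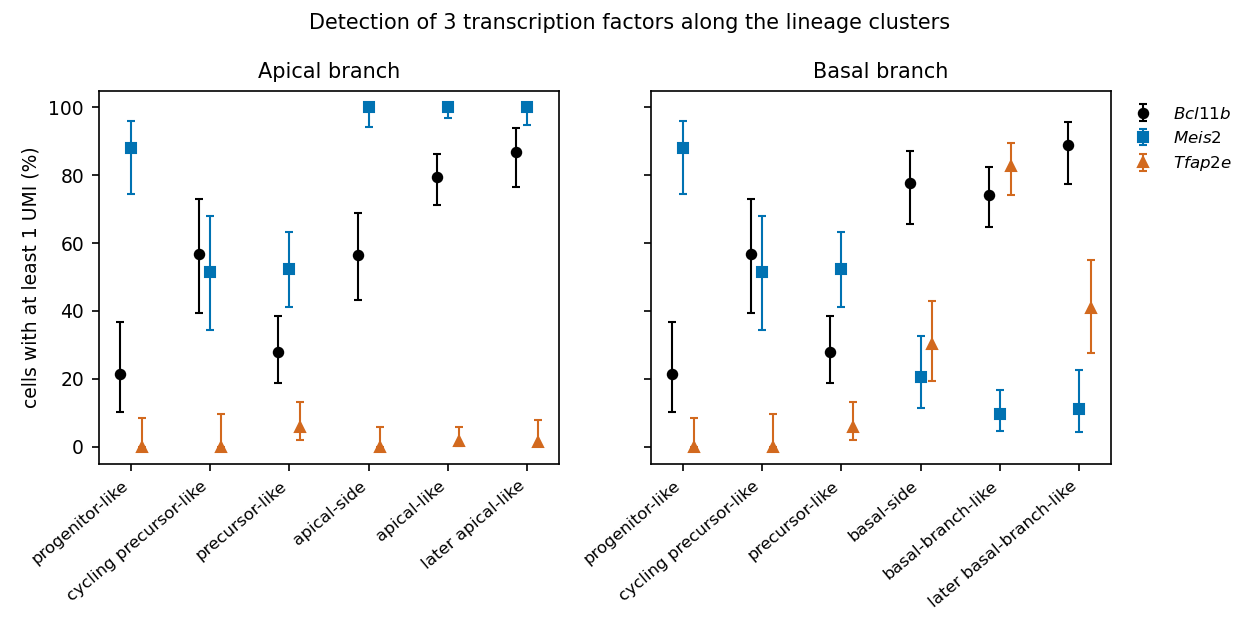
Share of cells (%) with at least 1 UMI of *Bcl11b*, *Meis2* and *Tfap2e* along the apical branch (left) and the basal branch (right), in clusters ordered from progenitor-like to later cells, with exact 95% binomial confidence intervals as bars. *Meis2* stays at 100% after the split on the apical branch, *Tfap2e* reaches 82.9% in basal-branch-like cells, and *Bcl11b* has its lowest share after the split, 56.5%, in apical-side cells.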

On the basal VSN trajectory, *Bcl11b* expression occurred as a continuum from the dichotomy throughout the immature VSN stage whereas, on the apical VSN trajectory, *Bcl11b* expression was not detected until early stages of maturation (Fig. 2D, arrows). 

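The study drew the box of its split point on a UMAP by hand, which was not repeated here. Split-point cells were taken as lineage cells with at least 1 *Neurog1* UMI and at least 1 *Neurod1* UMI, which gave 106 cells, 61 of library 1 and 45 of library 2, with a median of 9800 UMIs. A cell was called Bcl11b+ with at least 1 *Bcl11b* UMI. The Bcl11b+ group held 33 cells (357861 UMIs) in library 1 and 18 cells (246956 UMIs) in library 2, with medians of 9780 and 10377.5 UMIs per cell. The Bcl11b- group held 28 cells (370892 UMIs) and 27 cells (258800 UMIs), with medians of 10360.5 and 8758. Cells whose *Bcl11b* mRNA was not captured fall in the Bcl11b- group.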

Based on this observation, we manually clustered Bcl11b^+^ and Bcl11b^−^ cells specifically at the point of separation (dashed boxed area in Fig. 2D and Di). Performing differential gene expression analysis between Bcl11b^+^ and Bcl11b^−^ cells specifically at this point (Fig. 2Di), we found Notch1 receptor to be enriched in the Bcl11b^+^ cluster, whereas Dll4, which is a Notch ligand, was enriched in the Bcl11b^−^ cluster (Fig. 2Dii).

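*Notch1* (ENSMUSG00000026923, chromosome 2 from 26457903 to 26516663, reverse strand, protein coding) was counted with 70 UMIs in Bcl11b+ and 30 UMIs in Bcl11b- cells. Its level in libraries 1 and 2 was 103 and 137 CPM in Bcl11b+ cells and 35.8 and 63.6 CPM in Bcl11b- cells, a log2 fold change of 1.30 (standard error 0.364), 1.38 in library 1 and 1.01 in library 2. *Dll4* (ENSMUSG00000027314, chromosome 2 from 119325784 to 119335962, forward strand, protein coding) was counted with 6 and 37 UMIs, at 8.79 and 11.7 CPM in Bcl11b+ and 55.0 and 63.6 CPM in Bcl11b- cells, a log2 fold change of -2.50 (standard error 0.513), -2.08 in library 1 and -1.88 in library 2. Both libraries gave the same direction for each gene. Over the 9093 genes tested, the adjusted p was 0.347 for *Notch1* and 0.0921 for *Dll4* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so neither passed the threshold of 0.05. The test called 11 genes higher and 7 lower in Bcl11b+ cells, with 607 genes at an unadjusted p under 0.05. DESeq2 called 13 genes, and the alternative that moved the count most upwards was no filter on low counts, with 126 genes, *Notch1* and *Dll4* among them. With the library as a block, edgeR called 0 genes, with 483 at an unadjusted p under 0.05. In simulated data of these groups, edgeR found 28% of genes changed by 1 on the log2 scale, 86% of those changed by 2 and 92% of those changed by 3. The changed genes there had a higher floor of UMIs than the test used, and no difference between the libraries. These shares may therefore be too high for genes of few UMIs.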

Moreover, we also identified *Hes5*, *Hey1*, *Nrarp* and *Ccnd1* as genes enriched in the Bcl11b^+^ cluster (Fig. 2Dii), genes which, along with *Bcl11b*, are known to be downstream Notch signaling targets (Cau et al., 2000; Ronchini and Capobianco, 2001; Fischer et al., 2004; Li et al., 2010; Jarrett et al., 2019). 

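*Hes5* (ENSMUSG00000048001, chromosome 4 from 154960923 to 154962371, forward strand) was counted with 233 UMIs in Bcl11b+ and 38 UMIs in Bcl11b- cells, at 334 and 465 CPM against 66.0 and 52.4 CPM in libraries 1 and 2. Its log2 fold change was 2.73 (standard error 0.278, adjusted p = 0.00108), that of *Hey1* (ENSMUSG00000040289, chromosome 3 from 8663359 to 8667256, reverse strand) was 3.11 (standard error 0.485, adjusted p = 0.0156) and that of *Ccnd1* (ENSMUSG00000070348, chromosome 7 from 144929931 to 144939925, reverse strand) was 1.44 (standard error 0.276, adjusted p = 0.0676), each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Nrarp* (ENSMUSG00000078202, chromosome 2 from 25180758 to 25183339, forward strand) had 55 against 3 UMIs, a ratio of 19.1, counting interval 6.20 to 95.4, with an adjusted p of 0.00463 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Hes5*, *Hey1* and *Nrarp* passed the threshold over all genes and *Ccnd1* did not. *Ccnd1* passed with no filter on low counts, with edgeR's filterByExpr, with the mitochondrial limit at 10%, with at least 2 UMIs for a positive cell and with thinned cells. *Hey1* and *Nrarp* no longer passed with thinned cells. By library the change of *Hey1* was 3.81 in library 1 and 1.86 in library 2, so its size differed between the libraries more than that of *Hes5*, 2.23 in library 1 and 2.97 in library 2. Of the 6 Notch-related genes of Fig. 2Dii, 6 passed when adjusted over the list alone and 3 over all genes tested, and since the study chose the list on these samples, the first is not independent evidence. Among other genes the study names, *Id1* (1.66), *Cryab* (2.01) and *Rhov* (2.45) were higher, and *Ooep* (-2.82), *Tppp3* (-2.55), *Krt7* (-2.25), *Sct* (-1.50) and *Meis2* (-1.30) lower in Bcl11b+ cells on the log2 scale, all past the threshold. The largest changes outside these were *Crabp1* (2.61), *Slc7a5* (2.51), *Tsc2* (-1.90) and *Fhad1*, with 1 against 30 UMIs, a ratio of 0.0347, counting interval 0.000851 to 0.209. None of these genes passed with the library as a block. By library, *Id1* changed by 2.11 in library 1 and 1.12 in library 2, *Crabp1* by 3.06 in library 1 and 2.11 in library 2, *Meis2* by -1.69 in library 1 and -0.91 in library 2, *Ooep* by -2.91 in library 1 and -2.21 in library 2, *Cryab* by 1.42 in library 1 and 2.36 in library 2 and *Rhov* by 1.75 in library 1 and 2.58 in library 2.

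**Figure D2:**
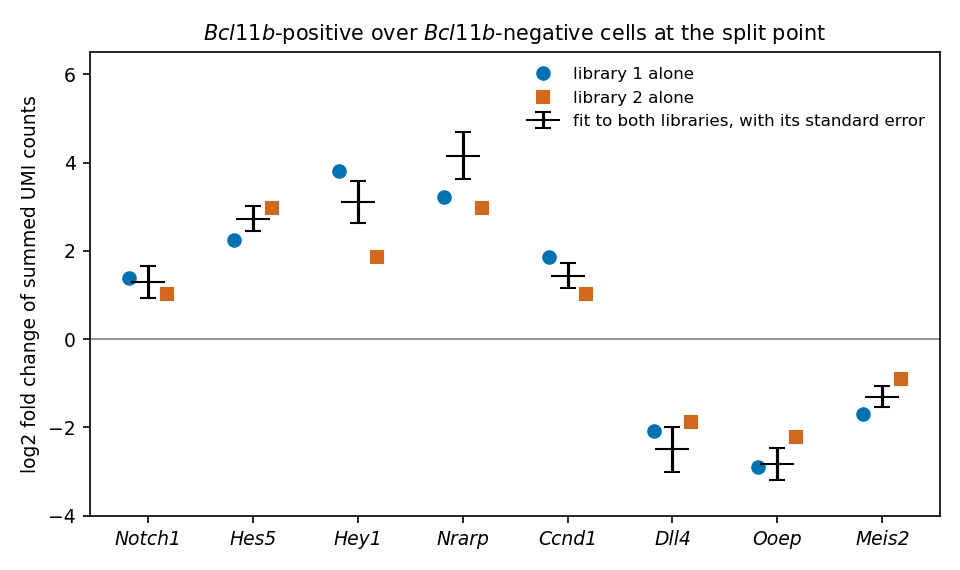
Log2 fold change between Bcl11b+ and Bcl11b- split-point cells (y axis) for 8 genes the study names, as the value of each library (points) and the fit over both libraries with its standard error (bars). All 8 genes lie on the same side of 0 in both libraries, and the value of a single library can lie nearer 0 than the fit because edgeR adds a prior count that weighs more in smaller sums, as for *Nrarp* with 3 UMIs in Bcl11b- cells.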

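Of the 106 split-point cells, *Notch1* was counted in 42 (39.6%, 95% CI 30.3 to 49.6%) and *Dll4* in 23 (21.7%, 95% CI 14.3 to 30.8%). Both were counted in 5 cells (4.72%, 95% CI 1.55 to 10.7%), where 9.11 would be seen if the 2 genes fell on cells independently. In library 1 the number was 1, with 4.33 under independence, and in library 2 it was 4, with 4.8, so the difference came from library 1. With cells thinned, 19 of 82 cells held *Notch1*, 17 held *Dll4* and 0 held both, with 3.94 under independence, which allows a share of up to 3.66%. Over the whole lineage, 10 of 640 cells held both, more than the 5.76 under independence. The lineage mixes progenitor-like cells (*Notch1* in 52.4%, *Dll4* in 21.4%) with stages that hold almost neither, such as later apical-like cells (0% and 1.45%). Such a mix alone raises the number of cells with both, so this value does not bear on exclusion within a stage. Mature VSN-like cells held a *Notch1* UMI in 1.42% (95% CI 0.683 to 2.60%), and 1685 macrophage-like cells held 0 *Dll4* UMIs (up to 0.178%).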

Spatial colocalization plots of *Notch1* and *Dll4* reinforced their mutually exclusive cellular expression even before the apical-basal dichotomy was established (Fig. 2E). Even though *Notch1* mRNA could be detected in both apical and basal maturing VSNs after the split (Fig. 2E), Notch downstream targets including *Hey1*, *Hes5*, *Nrarp* and *Ccnd1* appeared to be expressed only in Notch1^+^ but not Dll4^+^ cells before the VSN bifurcation and in the early stage basal VSN trajectory (Fig. 2F). In addition, *Dll4* ligand expression co-occurred along with *Meis2*, the apical-specific VSN marker, whereas downstream Notch signaling target *Hey1* was instead expressed along the basal VSN trajectory before *Tfap2e* (Fig. 2G,H). 

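Split-point cells with *Notch1* and no *Dll4* (37 cells, median 11640 UMIs) were set beside those with *Dll4* and no *Notch1* (18 cells, median 9586 UMIs). Any of *Hey1*, *Hes5*, *Nrarp* and *Ccnd1* was counted in 32 of 37 Notch1+ cells (86.5%, 95% CI 71.2 to 95.5%), 87.0% in library 1 and 85.7% in library 2, and in 3 of 18 Dll4+ cells (16.7%, 95% CI 3.58 to 41.4%), 20% in library 1 and 12.5% in library 2. With thinned cells these were 15 of 19 cells (78.9%) and 3 of 17 cells (17.6%). The intervals do not overlap, and the difference is larger than that between libraries. Cells with neither gene (46, median 9416 UMIs) had a target in 11 (23.9%). Among the 37 Notch1+ cells, *Hey1* was counted in 25 (67.6%, 95% CI 50.2 to 82.0%), *Hes5* in 19 (51.4%, 95% CI 34.4 to 68.1%), *Nrarp* in 18 (48.6%, 95% CI 31.9 to 65.6%) and *Ccnd1* in as many as *Hey1*. Among the 18 Dll4+ cells, *Hey1* and *Ccnd1* were each counted in 2, *Hes5* in 1 and *Nrarp* in 0, which allows a share of up to 16.7%. Macrophage-like cells held a UMI of *Hey1*, *Hes5* or *Nrarp* in 1.42%, and mature VSN-like cells held one of *Ccnd1* in 1.70%. After the split, *Notch1* was counted in 17 of 63 basal-side cells (27.0%, 95% CI 16.6 to 39.7%, 21.7% after thinning) and in 9 of 62 apical-side cells (14.5%, 95% CI 6.86 to 25.8%, 10.9% after thinning), with overlapping intervals, and later in 2 of 105 basal-branch-like cells (1.905%, 95% CI 0.232 to 6.71%) and 5 of 122 apical-like cells (4.10%, 95% CI 1.34 to 9.31%). In basal-side and apical-side cells the targets were rare, *Hey1* in 6 of 63 cells (9.52%, 95% CI 3.58 to 19.6%) and 1 of 62 cells (1.61%, 95% CI 0.0408 to 8.66%), *Hes5* and *Nrarp* in 6.35% and 3.23% each, and *Ccnd1* in 1.59% and in 0 of 62.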

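The UMIs of these Notch1+ cells (328364 in library 1 and 184225 in library 2) were tested against those of the Dll4+ cells (134831 and 69367), the comparison of Fig. 2J. Of 7423 genes, 6 were higher and 4 lower in Notch1+ cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 458 had an unadjusted p under 0.05. The number moved between 0 with edgeR's filterByExpr (200 genes at an unadjusted p under 0.05), 7 with DESeq2, 89 with no filter and 101 with the library as a block. *Hes5* had 244 against 1 UMI, a ratio of 97.2, counting interval 17.3 to 3855 (adjusted p = 0.00229), and *Hey1* 81 against 2, a ratio of 16.1, counting interval 4.32 to 135 (adjusted p = 0.0219), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, *Nrarp* was at least 6.77-fold higher (51 against 0 UMIs, floor of 3 counts over the group, adjusted p = 0.0444) and *Ccnd1* changed by 4.23 (standard error 0.545, adjusted p = 0.00444) on the log2 scale. *Cryab* (2.75) was also higher, and *Tppp3* (-3.76) and *Sct* (-2.15) lower, past the threshold, as were *Arhgdig* (-1.37) and *Basp1* (-1.32), which Fig. 2J does not show. *Bcl11b* (2.94), *Id1* (1.63), *Ooep* (-2.73), *Krt7* (-1.33), *Ina* (-1.50) and *Rhov* (54 against 1 UMI, a ratio of 21.5, counting interval 3.70 to 865) did not pass, and did so with the library as a block. By library the change of *Bcl11b* was 3.86 in library 1 and 1.53 in library 2, that of *Id1* 2.47 in library 1 and 0.79 in library 2, that of *Ooep* -3.43 in library 1 and -1.17 in library 2 and that of *Ccnd1* 4.81 in library 1 and 3.04 in library 2, so each is smaller without library 1. *Igfbp5* (0.49) went in opposite directions in the libraries, -0.59 in library 1 and 2.22 in library 2. Of the 14 genes of Fig. 2J other than the pair that defines the groups, 13 passed when adjusted over the list alone and 7 over all genes tested, and the study chose this list on these samples, so the first is not independent evidence.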

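At the split point, *Meis2* was counted in 16 of 18 Dll4+ cells (88.9%, 95% CI 65.3 to 98.6%) without *Notch1*, 80% in library 1 and 100% in library 2, and in 14 of 17 cells (82.4%) after thinning. In Notch1+ cells without *Dll4* the share was 14 of 37 (37.8%, 95% CI 22.5 to 55.2%), 34.8% in library 1 and 42.9% in library 2, and 2 of 19 cells (10.5%) after thinning. Cells with neither gene held *Meis2* in 58.7% (95% CI 43.2 to 73.0%). The summed UMIs of *Meis2* gave a log2 fold change, Notch1+ over Dll4+, of -0.66 (standard error 0.488, adjusted p = 0.932) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -1.70 in library 1 and -0.15 in library 2. This passed the threshold with thinned cells and with cells lacking *Gap43*. On the basal side, 2 of 63 cells held *Hey1* and *Tfap2e* together, 4 held *Hey1* alone (6.35%) and 17 *Tfap2e* alone (27.0%). Of 105 basal-branch-like cells, 7 held both, 1 held *Hey1* alone and 80 *Tfap2e* alone (76.2%). Before the split, *Hey1* was counted in 22 of 42 progenitor-like cells (52.4%, 95% CI 36.4 to 68.0%, 28.6% after thinning), 18 of 37 cycling precursor-like cells (48.6%, 95% CI 31.9 to 65.6%, 48.5% after thinning) and 13 of 86 precursor-like cells (15.1%, 95% CI 8.30 to 24.5%, 12.8% after thinning). *Tfap2e* was counted in 5 of the 86 precursor-like cells (5.81%) and in no progenitor-like or cycling precursor-like cell. Macrophage-like cells held a *Hey1* UMI in 1.07% (1.41% after thinning).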

Notably, the expression of other known Notch receptors and ligands within the neuronal precursors was found to be minimal (Fig. S2). 

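In the 123 precursor-like and cycling precursor-like cells (median 9393 UMIs), *Notch1* was counted in 42 (34.1%, 95% CI 25.8 to 43.2%) and *Dll4* in 25 (20.3%, 95% CI 13.6 to 28.5%). After thinning, 20.7% of 111 cells held *Notch1* and 19.8% held *Dll4*. Of the other receptors, *Notch2* was counted in 1 (0.813%), *Notch3* in 3 (2.44%) and *Notch4* in 7 (5.69%). Of the other ligands, *Dll1* was counted in 2 (1.63%), *Dll3* in 5 (4.07%) and *Jag1* in 3 (2.44%). *Jag2* (ENSMUSG00000002799, chromosome 12 from 112907819 to 112929776, reverse strand) was counted in 21 (17.1%, 95% CI 10.9 to 24.9%), 19.1% in library 1 and 14.5% in library 2, and in 9.01% after thinning. Its interval overlaps that of *Dll4* with and without thinning. *Jag2* was also counted in 13 of 63 basal-side cells (20.6%, 95% CI 11.5 to 32.7%), in 23 of 69 later apical-like cells (33.3%, 95% CI 22.4 to 45.7%) and in 41.5% of mature VSN-like cells, beside 1.25% of macrophage-like cells. Fig. S2 was not analysed here.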

We also found that, many cells that are negative for Notch downstream target genes at the split point are positive for expression of the negative regulator of Notch signaling, *Numb*, suggestive of post-translational Notch degradation after the split (Fig. S3) (McGill and McGlade, 2003; McGill et al., 2009). 

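Of the 106 split-point cells, 57 held no UMI of *Hey1*, *Hes5*, *Nrarp* or *Ccnd1*. *Numb* (ENSMUSG00000021224, chromosome 12 from 83794034 to 83921934, reverse strand, protein coding) was counted in 12 of 57 (21.1%, 95% CI 11.4 to 33.9%) of these, 26.7% in library 1 and 14.8% in library 2, and in 7 of 51 cells (13.7%) after thinning. Among cells with a target UMI it was counted in 6 of 49 (12.2%, 95% CI 4.63 to 24.8%), 9.68% in library 1 and 16.7% in library 2, and in 2 of 31 cells (6.45%) after thinning. The intervals overlap, and in library 2 the share was higher in cells with a target, so no difference was detectable at this depth. Mature VSN-like cells held a *Numb* UMI in 20.7% (9.19% after thinning) and macrophage-like cells in 5.22% (7.61%). *Numb* had under 10 UMIs in the sums of Notch1+ and Dll4+ cells and was not tested there, and Fig. S3 was not analysed here. The paper starts from *Notch1* in Bcl11b+ cells and *Dll4* in Bcl11b- cells, adds the targets seen with *Notch1* and not with *Dll4*, *Meis2* seen with *Dll4*, and *Numb* in cells without targets. From these patterns the paper proposes that *Notch1* is active in the cells that take the basal fate while the branches form, and no longer afterwards.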

These gene expression patterns suggest that Notch1 signaling is selectively activated in the cells acquiring basal VSN identity during the establishment of the apical versus basal dichotomy, but not after (Fig. 2I,J)

To further validate the occurrence of differential Notch-Delta expression in developing mouse VSNs, we performed immunofluorescence staining for Dll4, Notch1 and Neurod1 on vomeronasal tissue at P1. Imaging confirmed the presence of immunodetectable Notch1 and Delta4 limited to Neurod1^+^ precursors in the VNO (Fig. 3A-C). This analysis also highlighted the proximity of Dll4^+^ and Notch1^+^ cells. These data suggest that differential Delta-Notch expression and activation of Notch signaling in newly formed VSN precursors could play a role in establishing a binary outcome in the differentiation of VSNs. Although we obtained scRNA-seq data from adult mice, we chose to further validate and probe Notch1-Dll4 signaling at early postnatal age to take advantage of the higher rate of neurogenesis (Brann and Firestein, 2010). Notably, scRNA-seq analysis at P10 showed conserved developmental trajectories of apical and basal VSNs as we described at P60 (Fig. S4). An in depth bioinformatic analysis of P10 VNO scRNA-seq data has also been reported elsewhere (Lin et al., 2022 preprint).

**Fig. 3.**
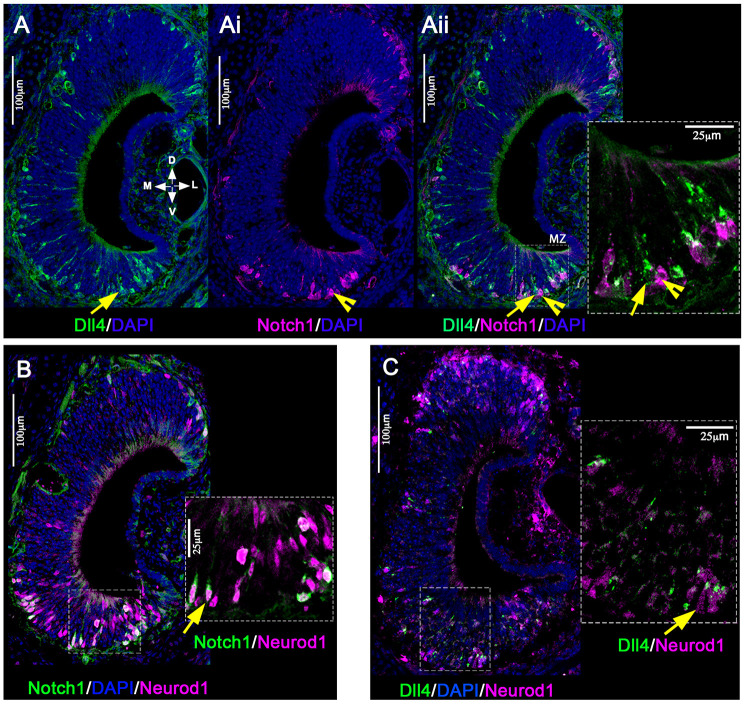
**Notch1 and Dll4 immunoreactivity in Neurod1^+^ cells.** (A-Aii) Immunofluorescence anti Dll4 (green) and Notch1 (magenta) shows expression of Notch ligand and receptor in marginal zones (MZ) and basal regions of the VNO at P1. Inset shows Dll4^+^ (arrow) and Notch1^+^ (arrowhead) cells in close proximity. (B) Immunofluorescence anti Notch1 (green) and Neurod1 (magenta). Notch1 expression co-occurs in the Neurod1^+^ stage (see arrow in the magnification). (C) Immunofluorescence anti Dll4 (green) and Neurod1 (magenta). Dll4 ligand expression occurs in the Neurod1^+^ stage (see arrow in the magnification). D, dorsal; L, lateral; M, medial; V, ventral.

### Conditional lineage tracing confirms the formation of Notch1^+^ and Dll4^+^ cells from Ascl1^+^ progenitors

Temporally controlled genetic lineage tracing of stem cells/progenitors can be used to follow proliferation and differentiation dynamics (Hsu, 2015). We performed conditional lineage tracing of Ascl1Cre^ERT2^/R26tdTom P1 pups and collected VNOs at 1, 3, 7 and 14 days post injection (dpi) (Fig. 4A). We performed immunostaining against Ki67, Neurod1 and tdTom to determine how long it takes for Ascl1 progenitors to differentiate and become post mitotic, and whether Ascl1^+^ progenitors give rise to both Dll4^+^ and Notch1^+^ VSN precursors.

**Fig. 4.**
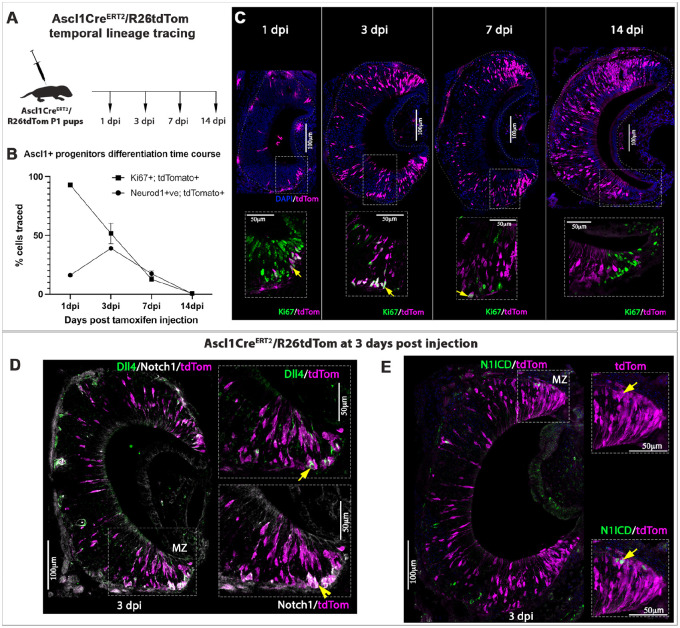
**Ascl1 lineage tracing reveals that both Dll4^+^ and Notch1^+^ cells are progeny of Ascl1^+^ cells.** (A) Ascl1Cre^ERT2^/R26tdTom pups were injected with tamoxifen at P1 and perfused at 1, 3, 7 and 14 days post injection (dpi). (B) Plot showing differentiation time course of Ascl1^+^ traced neuronal progenitors. Data points are percentage tdTom^+^ traced cells that are Ki67^+^ and Neurod1^+^, quantified at different stages. (C) Top panel reflects the increase in tdTom^+^ traced cells from 1 dpi to 14 dpi. Bottom panel shows immunofluorescence anti Ki67 and tdTom. Arrows indicate proliferative traced cells. (D) Immunofluorescence anti Dll4, Notch1 and tdTom in Ascl1Cre^ERT2^ lineage-traced pups at 3 dpi. Inset shows both Dll4^+^ (arrow) and Notch1^+^ (arrowhead) cells in the marginal zone (MZ) that colocalized with tdTom tracing. (E) Immunofluorescence anti Notch intracellular domain (NICD) and tdTom in Ascl1Cre^ERT2^ lineage-traced pups at 3 dpi. Inset shows tdTom^+^ cells colocalized with NICD staining in the MZ (arrow). *n*=3 biological replicates. Data shown as mean±s.e.m.

After a single tamoxifen injection, we observed that the number of Ascl1Cre^ERT2^ traced cells increased steadily from 30.3±2.5 cells at 1 dpi to 142.1±14.3 cells at 3 dpi, 225.1±33.7 cells at 7 dpi and 199.8±10.8 cells at 14 dpi (mean±s.e.m.). Notably, proliferation decreased with age, as ∼88% of the traced cells at 7 dpi and a near totality at 14 dpi were post-mitotic (Fig. 4B). These data suggest that Ascl1^+^ transit amplifying cells (Kim et al., 2007) of the VNO undergo proliferation before becoming post-mitotic neurons (Fig. 4C).

Analyzing the expression of Neurod1, which is a marker of cells undergoing differentiation (Figs 1D and 2B), we observed that Neurod1^+^Ascl1^−^ traced cells transiently increased from 16±1.5% at 1 dpi to 39±0.3% at 3 dpi before decreasing to 17±2.2% at 7 dpi and 0.3±0.1% at 14 dpi (mean±s.e.m.) as the cells start to mature (Fig. 4B). These results together indicate that by 1-2 weeks after the initiation of Ascl1 lineage tracing, most of the cells have committed to neuronal differentiation.

We further performed Dll4/Notch1/tdTom immunofluorescence staining after Ascl1Cre^ERT2^/R26tdTom tracing at 3 dpi (Fig. 4D). As expected, we saw Dll4^+^/tdTom^+^ and Notch1^+^/tdTom^+^ double positive cells mostly in the marginal and basal zones of the VSE, where most of the postnatal neurogenesis takes place. Moreover, staining for cleaved Notch intracellular domain (NICD) confirmed the presence of Ascl1^+^ traced progeny undergoing active Notch signaling at 3 dpi (Fig. 4E). In summary, these results suggest that Ascl1^+^ progenitors divide to give rise to Neurod1^+^ precursors that transiently express either Dll4 ligand or Notch1 receptor and are competent for active Notch signaling.

### Loss of active Notch signaling leads maturing VSNs to default to the apical cell fate

To directly test the role of Notch signaling in controlling the differentiation of VSNs, we conditionally knocked out Notch1 receptor from the Ascl1^+^ progenitor stage onwards. We used the Ascl1Cre^ERT2^ driver, as both *Notch1* and *Dll4* expression start immediately after the Ascl1^+^ stage (see Fig. 2B,E). 

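*Notch1* was counted in 22 of 42 progenitor-like cells (52.4%, 95% CI 36.4 to 68.0%, 23.8% after thinning), 21 of 37 cycling precursor-like cells (56.8%, 95% CI 39.5 to 72.9%, 30.3% after thinning) and 21 of 86 precursor-like cells (24.4%, 95% CI 15.8 to 34.9%, 16.7% after thinning). Its level was 54.9 CPM in progenitor-like, 103 CPM in cycling precursor-like and 36.5 CPM in precursor-like cells. *Dll4* was counted in 9 of 42 progenitor-like cells (21.4%, 95% CI 10.3 to 36.8%, 2.38% after thinning), 7 of 37 cycling precursor-like cells (18.9%, 95% CI 7.96 to 35.2%, 18.2% after thinning) and 18 of 86 precursor-like cells (20.9%, 95% CI 12.9 to 31.05%, 20.5% after thinning). Its level rose from 12.1 CPM in progenitor-like cells to 33.1 and 48.7 CPM in the next stages. On the branches, *Dll4* was counted in 0 of 62 apical-side cells (up to 4.84%) and in 1 of 63 basal-side cells (1.59%, 95% CI 0.0402 to 8.53%), and *Notch1* in 0 of 69 later apical-like and 0 of 54 later basal-branch-like cells, which allows up to 4.35% and 5.56%.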

We induced Cre recombination at P1 in both Ascl1Cre^ERT2^/R26tdTom^+/−^ controls and Ascl1Cre^ERT2^/Notch1^fl/fl^/R26tdTom^+/−^ KO pups and analyzed cell phenotypes at 7 dpi (Fig. 5A). In control pups, 1 week after tamoxifen injection, 50.7±0.4% of the traced cells were positive for the apical VSN marker Meis2, 33.2±0.8% cells were positive for basal VSN marker Tfap2e and 15.4±0.4% of traced cells did not yet express either Meis2 or Tfap2e (mean±s.e.m.) (Fig. 5D). In the Ascl1Cre^ERT2^/Notch1 conditional KOs (cKO), 1 week after recombination the Meis2^+^ apical population significantly increased to 66.9±1.7%, whereas the Tfap2e^+^ basal population decreased to 15.17±1.1% and the rest of the 17.1±0.6% traced cells did not express either markers (mean±s.e.m.) (Fig. 5D). In order to follow the cell fate decision of the Meis2/Tfap2e double negative population, we also analyzed the Ascl1Cre^ERT2^/Notch1 KO pups at 14 dpi (Fig. 5B,C). Two weeks after recombination, we still detected a higher number of Meis2^+^/apical cells in the cKOs; however, the population of Meis2/Tfap2e double negative cells was reduced to ∼1% of the total traced cells. These data suggest that most of the double negative cells found at 7 dpi matured to either apical or basal neurons (Fig. 5Di).

**Fig. 5.**
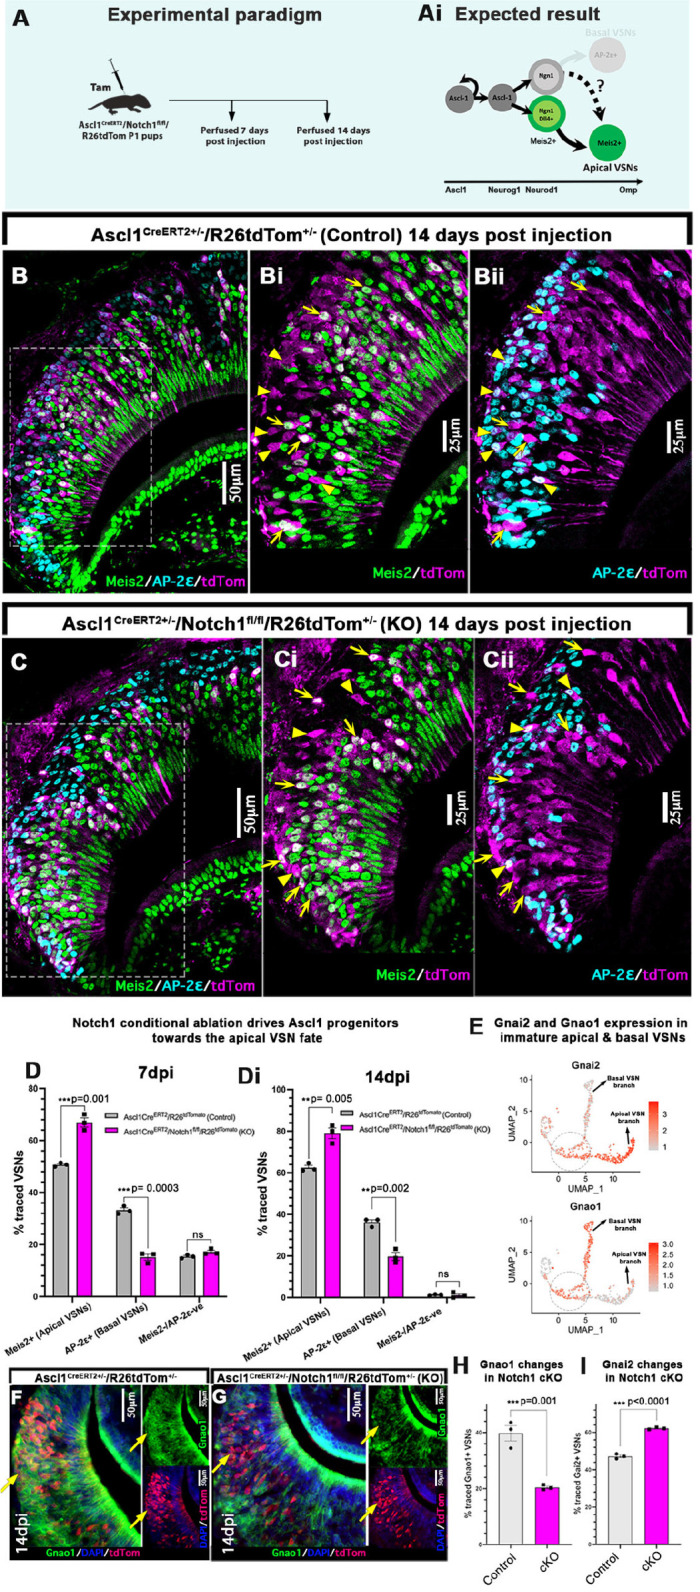
**Notch1 loss of function biases VSN differentiation to the apical fate.** (A) Ascl1Cre^ERT2^/Notch1^fl/fl^/R26tdTom and Ascl1Cre^ERT2^/R26tdTom pups were injected with tamoxifen at P1 and perfused at 7 dpi. (Ai) Expected results with Notch1 receptor KO driving the progenitors towards the apical VSN fate. (B-Cii) Immunofluorescence anti Meis2, Tfap2e (AP-2ε) and tdTom in Ascl1Cre^ERT2^ induced control and Notch1 cKO pups at 14 dpi. Arrows highlight traced Meis2^+^ and arrowheads highlight Tfap2e^+^ VSNs. (D,Di) Quantification of the percentage of traced VSNs that are Meis2^+^, Tfap2e^+^, and Meis2/Tfap2e double negative cells in control and Notch1 KO mice at 7 dpi and 14 dpi. (E) Feature plots of *Gnai2* (*Gαi2*) and *Gnao1* (*Gαo*) genes in the Seurat object 2 show that both G proteins are transcriptionally active in both VSN branches at the early stages of the dichotomy before getting restricted to apical versus basal VSN branches, respectively (see dotted circle). (F,G) Immunofluorescence of *Gnao1*/tdTom in control and *Notch1* cKOs at 14 dpi. Arrows indicate Gnao1 expression in traced cells. (H,I) Quantification of the percentage of traced VSNs that are *Gnao1*^+^ and *Gnai2*^+^ in control and *Notch1* KO mice at 14 dpi. D, Di, H, and I, statistical analysis based on arcsine-transformed values of the percentage data; unpaired two-tailed *t*-test; *n*=3 biological replicates. Data shown as mean±s.e.m. At 7 dpi, the average number of tdTom^+^ cells in control group was 234.2±9.2 and in cKOs it was 189.4±8. At 14 dpi, the average number of tdTom^+^ cells in control group was 229.6±11 and in cKOs it was 195.6±22.7.

In line with previous observations (Enomoto et al., 2011; Lin et al., 2018), our scRNA-seq data show that newly formed apical and basal neurons first co-express *Gnao1* and *Gnai2* and then, over time, establish either Gαi2/apical or Gαo/basal identity (Fig. 5E). 

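*Gnai2* (ENSMUSG00000032562, chromosome 9 from 107614125 to 107635367, reverse strand) and *Gnao1* (ENSMUSG00000031748, chromosome 8 from 93809966 to 93969388, forward strand) encode the G protein subunits Gαi2 and Gαo. A UMI of each was counted in 45 of 62 apical-side cells (72.6%, 95% CI 59.8 to 83.1%) and 54 of 63 basal-side cells (85.7%, 95% CI 74.6 to 93.3%). Later the share was 38 of 122 apical-like cells (31.1%, 95% CI 23.1 to 40.2%) and 69 of 105 basal-branch-like cells (65.7%, 95% CI 55.8 to 74.7%). Both shares lie below that of the side the branch starts from, for the apical branch without overlap of the intervals. In the next clusters it was 39 of 69 later apical-like cells (56.5%, 95% CI 44.0 to 68.4%) and 30 of 54 later basal-branch-like cells (55.6%, 95% CI 41.4 to 69.1%), so on the apical branch it was higher again. The clusters were called later from markers of mature VSNs and not from pseudotime. After thinning the shares were 65.5%, 27.5% and 41.9% along the apical branch, and 66.7%, 60.9% and 46% along the basal branch, and the intervals of apical-like and later apical-like cells overlap (19.4 to 36.9% and 29.5 to 55.2%). *Gnao1*, with or without *Gnai2*, was counted in 72.6%, 31.1% and 56.5% of cells along the apical branch, and *Gnai2*, with or without *Gnao1*, in 92.1%, 68.6% and 57.4% along the basal branch. Macrophage-like cells express *Gnai2*, and held both genes in 0.415%, 1.13% after thinning.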

By staining sections of Ascl1Cre^ERT2^/Notch1 KO and Ascl1Cre^ERT2^/R26tdTom^+/−^ controls at 14 dpi against Gαo we observed a significantly smaller percentage of Gαo traced cells in cKOs (Fig. 5F-H). Similarly, after immunostaining against Gαi2 we observed an increase in the percentage of cells with apical features. (Fig. 5I). These results overall suggest that active Notch signaling, via the Notch1 receptor, is necessary for the activation of the basal differentiation program.

We then analyzed the effects of induction of conditional Notch1 ablation at a later developmental stage by using Neurog1Cre^ERT2^/Notch1^fl/fl^/R26tdTom^+/−^. We did this to understand whether Notch1 loss of function at Neurog1 stage could still deviate the cell fate towards the apical VSNs. We injected tamoxifen at P1 in both Neurog1Cre^ERT2^/R26tdTom^+/−^ and Neurog1Cre^ERT2^/Notch1^fl/fl^/R26tdTom^+/−^ pups and perfused after 1 week to determine the VSN cell fate switch (Fig. S5). At 7 dpi, Meis2/Tfap2e/tdTom immunofluorescence analysis showed no significant changes in the proportion of Meis2^+^ versus Tfap2e^+^ VSNs in the cKOs when compared with controls (Fig. S5B-D). These data suggest that activation of Notch1 signaling has the ability to define VSN fate in a restricted developmental window, as the Notch1 cKO at later stages has no effect on the cell fate.

The role of Notch signaling in cell fate specification is conserved in many neuronal and non-neuronal systems (Duarte et al., 2004; Kiernan et al., 2005; Del Barrio et al., 2007; Koch et al., 2008). Studies in retina and spinal cord determined that the forkhead transcription factor Foxn4 has a role in inducing Notch1/Dll4-mediated signaling (Del Barrio et al., 2007; Luo et al., 2012; Misra et al., 2014). In both systems, it has been shown that Foxn4 can control the expression of Dll4 and that Foxn4 mutants have aberrant cell fate phenotypes (Del Barrio et al., 2007; Luo et al., 2012). 

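In the 106 split-point cells at P60, *Foxn4* (ENSMUSG00000042002, chromosome 5 from 114254164 to 114273807, reverse strand, protein coding), a transcription factor, was counted in 9 of 23 Dll4+ cells (39.1%, 95% CI 19.7 to 61.5%), 45.5% in library 1 and 33.3% in library 2. Among cells with no *Dll4* UMI it was counted in 10 of 83 (12.0%, 95% CI 5.93 to 21.04%), 10% in library 1 and 15.2% in library 2. After thinning, the shares were 6 of 17 cells (35.3%) and 3 of 65 cells (4.62%). The share was higher with *Dll4* in both libraries, and the intervals overlap narrowly without thinning and not after it. By stage, *Foxn4* was counted in 7 of 42 progenitor-like cells (16.7%, 95% CI 6.97 to 31.4%), 14 of 37 cycling precursor-like cells (37.8%, 95% CI 22.5 to 55.2%, 24.2% after thinning) and 6 of 86 precursor-like cells (6.98%, 95% CI 2.60 to 14.6%), and 1685 macrophage-like cells held 0 UMIs of it. Between Bcl11b+ and Bcl11b- cells its log2 fold change was -2.52 (standard error 0.566, adjusted p = 0.146) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, on 5 UMIs in Bcl11b+ cells. Fig. S6 was not analysed here.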

In line with this, co-expression of *Foxn4* and Dll4 in scRNA-seq analysis and immunofluorescence staining at E14 VNO suggested a potential role for Foxn4 in VSN differentiation (Fig. S6). However, we found out that *Foxn4* null mutants maintained detectable Dll4 expression at E14 and we saw no obvious changes in the apical-basal VSN ratio. These data suggest that, in the VNO, Foxn4 is dispensable for the induction of *Dll4* expression.

### The basal VSN differentiation program is established via canonical Notch1 signaling

Notch signaling can happen either via canonical or non-canonical pathways (Ayaz and Osborne, 2014; Siebel and Lendahl, 2017). In the canonical pathway, once NICD is cleaved after interaction with the ligand^+^ signal sending cell, it translocates to the nucleus to form a transcriptional activation complex with Rbpj, MAML1 and other co-activator factors (Ayaz and Osborne, 2014; Contreras-Cornejo et al., 2016). To test whether basal VSN cell fate determination is occurring via canonical Notch pathway, we conditionally knocked out Rbpj protein using Ascl1Cre^ERT2^ driver at P1 and collected pups 1 week after recombination (Fig. 6A). At 7 dpi, Meis2/Tfap2e/tdTom immunofluorescence analysis revealed an ∼13% increase in Meis2^+^/apical VSNs in the Ascl1Cre^ERT2^/Rbpj^fl/fl^/R26tdTom^+/−^ cKOs compared with Ascl1Cre^ERT2^/R26tdTom^+/−^ control pups. In line with this, Tfap2e^+^/basal population was smaller in the conditional *Rbpj* KOs. This is similar to what we observed after Notch1 ablation. We also found a proportion of Meis2/Tfap2e double negative cells in both control and *Rbpj* KOs at 7 dpi (Fig. 6B-D). The highly overlapping results obtained after Notch1 and Rbpj ablation suggest a prominent role of canonical Notch signaling in establishing the basal VSN program.

**Fig. 6.**
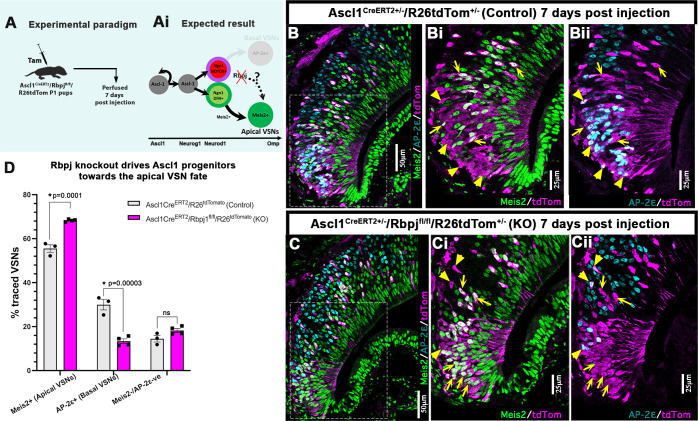
**Canonical Notch signaling establishes basal VSN fate.** (A) Ascl1Cre^ERT2^/Rbpj^fl/fl^/R26tdTom and Ascl1Cre^ERT2^/R26tdTom pups were injected with tamoxifen at P1 and perfused at 7 dpi. (Ai) Expected results with *Rbpj* KO driving the progenitors towards the apical VSN fate. (B-Cii) Immunofluorescence anti Meis2, Tfap2e and tdTom in Ascl1Cre^ERT2^-induced control pups and Rbpj KO pups at 7 dpi. Arrows highlight traced Meis2^+^ and arrowheads highlight traced Tfap2e^+^ basal VSNs. (D) Quantification of the percentage of traced VSNs that are Meis2^+^, Tfap2e^+^, and Meis2/Tfap2e double negative cells in control and *Rbpj* KO mice at 7 dpi. Statistical analysis based on arcsine-transformed values of the percentage data; unpaired two-tailed *t*-test; *n*=3,4 biological replicates. Data shown as mean±s.e.m. At 7 dpi, the average number of tdTom traced cells in control group was 217.5±25.7 and in cKO it was 177±13.9.

### Ascl1Cre^ERT2^-induced Notch1 deletion redirects the cell fate of precursors without changing proliferation or cell death rate

Notch signaling has a well-established role in proliferation and differentiation of neuronal progenitors (Artavanis-Tsakonas et al., 1999). To test whether the increase in percentage of apical VSN in the Ascl1Cre^ERT2^-driven *Notch1* cKOs is sculpted by changes in proliferation or cell death, we analyzed Ascl1Cre^ERT2^/R26tdTom^+/−^ controls and Ascl1Cre^ERT2^/Notch1^fl/fl^/R26tdTom^+/−^ KO pups at 1 day and 3 days post tamoxifen injection (Fig. 7A). Neither Ki67/tdTom nor cleaved caspase3 (cc3)/tdTom immunofluorescence staining showed any significant changes in rate of proliferation or cell death among traced cells (Fig. 7B).

**Fig. 7.**
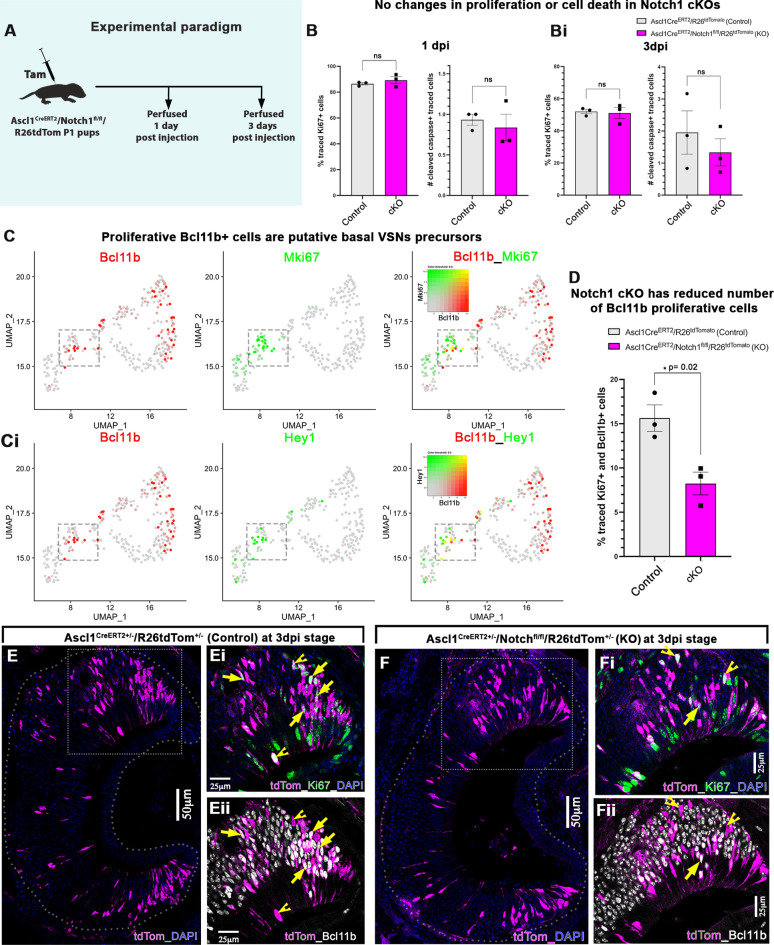
***Notch1* conditional knockout at Ascl1 stage did not change proliferation or cell death at early stages.** (A) Ascl1Cre^ERT2^/Notch1^fl/fl^/R26tdTom and Ascl1Cre^ERT2^/R26tdTom pups were injected with tamoxifen at P1 and perfused at 1 dpi and 3 dpi. (B,Bi) Quantification of percentage traced tdTom^+^ cells undergoing proliferation and quantification of the number of traced tdTom^+^ cells undergoing apoptosis in control and *Notch1* cKOs at 1 dpi and 3 dpi. (C,Ci) Blended feature plots of *Bcl11b*/*Mki67* and *Bcl11b*/*Hey1* show that *Bcl11b*^+^ cells expressed early in the VSN dichotomy (highlighted in the box) are still proliferative and positive for downstream Notch signaling targets like *Hey1*, suggesting they are putative basal VSN precursors. (D) Quantification of percentage traced tdTom^+^ cells that are Bcl11b and Ki67 double positive at 3 dpi. (E-Fii) Immunofluorescence anti tdTom/Ki67/Bcl11b in control and conditional Notch1 KO at 3 dpi. Arrows highlight traced Ki67/Bcl11b double positive cells, whereas notched arrowheads highlight traced Ki67^+^/Bcl11b^−^ cells. In B, Bi and D, Ki67^+^ traced cells in distinct genetic backgrounds were compared as a percentage. Statistical analysis based on arcsine-transformed values of the percentage data; unpaired two-tailed *t*-test; *n*=3 biological replicates. Data shown as mean±s.e.m. At 1 dpi, the average number of tdTom^+^ cells in the control group was 27±2.5 and in cKO it was 33±4.8. At 3 dpi, the average number of tdTom^+^ cells in the control group was 119.5±2.9 and in cKO it was 95.8±11.9.

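Among split-point cells, *Mki67* was counted in 26 of 51 Bcl11b+ cells (51.0%, 95% CI 36.6 to 65.2%), 45.5% in library 1 and 61.1% in library 2. Of the Bcl11b- cells, 20 of 55 (36.4%, 95% CI 23.8 to 50.4%) were positive, 46.4% in library 1 and 25.9% in library 2. The intervals overlap and library 1 showed no difference in this share, whereas the log2 fold change of the summed *Mki67* UMIs was 0.84 (standard error 0.272, adjusted p = 0.465) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.78 in library 1 and 0.85 in library 2. *Hey1* was counted in 25 of 51 Bcl11b+ cells (49.0%, 95% CI 34.8 to 63.4%), 54.5% in library 1 and 38.9% in library 2, and in 9 of 55 Bcl11b- cells (16.4%, 95% CI 7.77 to 28.8%), 7.14% in library 1 and 25.9% in library 2. After thinning, *Mki67* was counted in 42.1% and 29.5% of the 2 groups and *Hey1* in 47.4% and 9.09%.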

However, we decided to investigate whether we could detect any early changes in the differentiation trajectory of the proliferative precursors in *Notch1* cKOs. For this, we analyzed Bcl11b expression, as this is an early marker for basal differentiation and a target of Notch transcription activation complex (Li et al., 2010; Enomoto et al., 2011) (Fig. 2B-D, Fig. 7C). Interestingly, at 3 dpi we found a significant reduction in proliferative Bcl11b cells (Ki67/Bcl11b/tdTom triple-positive cells) in *Notch1* cKO pups compared with controls (Fig. 7D-F). These data suggest that Ascl1Cre^ERT2^-driven Notch1 ablation does not affect the overall proliferation or cell death, but prevents Bcl11b expression, which, as previously observed in *Bcl11b* KO (Enomoto et al., 2011), redirects the cell fates towards the Meis2^+^/apical fate.

### Conditional induction of NICD at the Ascl1 progenitor stage leads to sustentacular cell formation

Our results upon ablation of Notch1 suggest that, without Notch signaling, VSN progenitors default towards the apical VSN cell fate. To further test whether active Notch signaling is sufficient to initiate the basal VSN genetic program, we conditionally overexpressed NICD at the Ascl1^+^ stage, using Ascl1Cre^ERT2^/R26NICD^+/−^ pups. We aimed to test whether activation of Notch signaling would redirect all the recombined NICD^+^ cells towards the basal VSN phenotype. In the inducible experiment, we counted GFP^+^ cells to follow NICD recombined cells, as these mice have Cre^ERT2^-activated NICD along with nuclear-localized EGFP reporter (Murtaugh et al., 2003). There were fewer total EGFP^+^ NICD recombined cells compared with control Ascl1Cre^ERT2^/R26tdTom tracing, which may be because of low efficiency in R26NICD recombination, as previously reported (Cheung et al., 2018).

We induced Cre recombination at P1 in both control Ascl1Cre^ERT2^/R26tdTom^+/−^ and Notch inducible Ascl1Cre^ERT2^/R26NICD^+/−^ pups and assessed cell fate at 7 dpi (Fig. 8A). We performed immunofluorescence against tdTom/HuC/D and GFP/HuC/D to distinguish between sustentacular cells (HuC/D^−^) and VSNs (HuC/D^+^) in control and mutant mice. At 7 dpi in control mice, 99.3±0.1% (mean±s.e.m.) of Ascl1-traced cells became VSNs, and fewer than 1% of the traced cells became non-neuronal sustentacular cells (Fig. 8B,F).

**Fig. 8.**
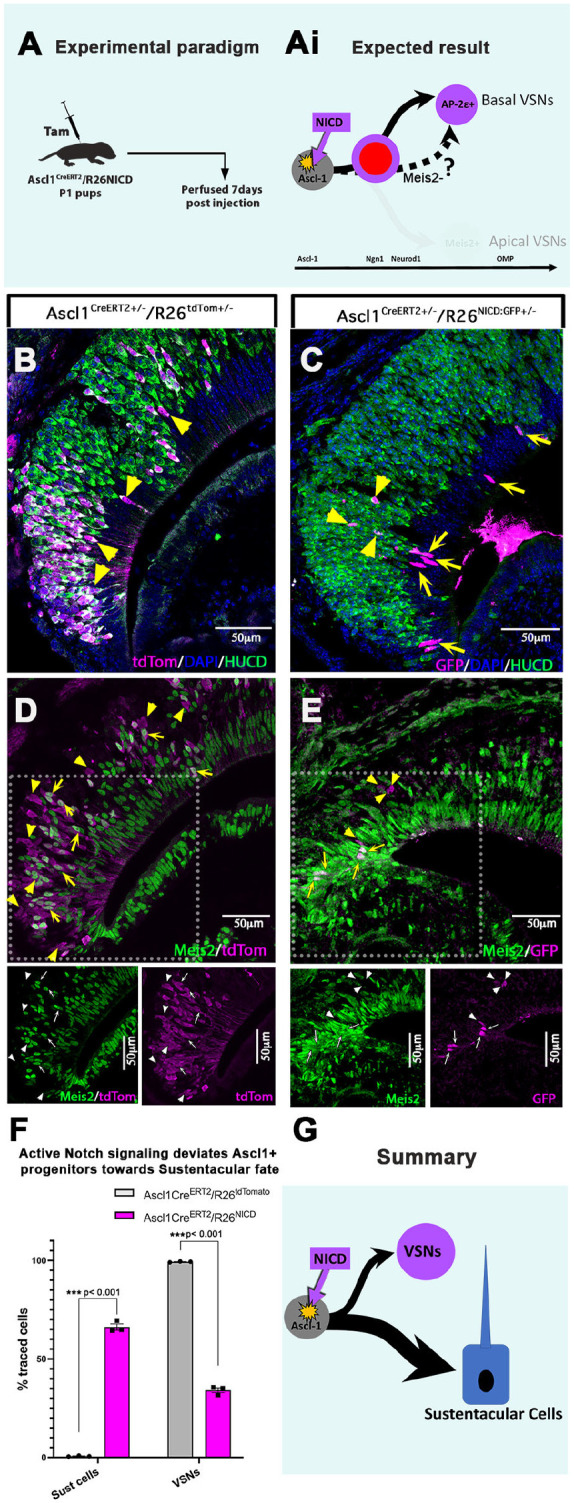
**Ectopic expression of NICD at the Ascl1^+^ stage diverts the progenitors towards sustentacular cell fate.** (A) Ascl1Cre^ERT2^/R26NICD and Ascl1Cre^ERT2^/R26tdTom pups were injected with tamoxifen at P1 and perfused at 7 dpi. (Ai) Expected result with NICD overexpression at the Ascl1^+^ stage driving progenitors towards the basal VSN fate. (B,C) Immunofluorescence of tdTom/HUCD in control and GFP/HUCD in NICD-inducible mice at 7 dpi. Arrows highlight NICD^+^/HUCD^−^ sustentacular cells, whereas arrowheads highlight NICD^+^/HUCD^+^ VSNs. (D,E) Immunofluorescence of tdTom/Meis2 in control and GFP/Meis2 in NICD-inducible mice at 7 dpi. Arrows highlight traced Meis2^+^ apical VSNs in control mice and Meis2^+^ sustentacular cells in inducible mice. Arrowheads highlight Meis2^−^ basal VSNs in both control and inducible mice. (F) Quantification of percentage traced tdTom^+^ cells or GFP^+^ cells that are sustentacular cells or VSNs in control and NICD mice, respectively. (G) Summary showing NICD overexpression at Ascl1^+^ stage leads primarily to differentiation of progenitors into non-neuronal sustentacular cells. Statistical analysis based on arcsine-transformed values of the percentage data; unpaired two-tailed *t*-test; *n*=3 biological replicates. Data shown as mean±s.e.m. At 7 dpi, the total number of recombined cells considered for percentage analysis in the control group was 947.3±40.4 and in the mutant group was 90±7.

Surprisingly, in Ascl1Cre^ERT2^/R26NICD^+/−^ pups, we found conditional NICD overexpression in Ascl1^+^ progenitors primarily induced the formation of non-neuronal sustentacular cells (Fig. 8C,F). This experiment showed that, in the NICD-inducible pups, only 34.1±1.2% (mean±s.e.m.) of the recombined cells were classified as VSNs (Fig. 8C,F). At 7 dpi, we further analyzed Meis2 expression as it is expressed by sustentacular cells and apical VSNs (Chang and Parrilla, 2016) (Fig. 8D,E). These data showed that the non-neuronal cells formed after ectopic NICD expression became sustentacular cells. All together, these data suggest that sustained activation of NICD in Ascl1^+^ progenitors lead them to differentiate into sustentacular cells rather than into neurons (Fig. 8G).

### Conditional induction of NICD at the Neurog1 precursor stage promotes cells towards basal VSN fate

Based on the intriguing results obtained from the Ascl1^+^ stage, we tested whether later NICD activation, in committed (Neurog1^+^) neuronal precursors, would show a clear role for NICD and Notch signaling in controlling the apical-basal dichotomy. Of note, the Neurog1/Neurod1 stage is coincident to the stage when Notch signaling is more active and when the dichotomy appears to be established (Fig. 2B,D,E,G).

We induced Cre recombination at P1 in both control Neurog1Cre^ERT2^/R26tdTom^+/−^ and Notch inducible Neurog1Cre^ERT2^/R26NICD^+/−^ pups and analyzed cell fate 7 dpi (Fig. 9A). We counted tdTomato^+^ cells and NICD:EGFP^+^ cells to follow the recombined cells in control and inducible R26NICD mice, respectively. In control Neurog1 traced pups, Meis2/tdTom scoring at 7 dpi showed that ∼52±0.4% of the cells expressed the apical VSN marker (Meis2^+^), 46.3±0.3% of the cells are Tfap2e^+^ basal VSNs, and the rest of the population (1.6±0.4%) did not yet express Meis2/Tfap2e (mean±s.e.m.) (Fig. 9F).

**Fig. 9.**
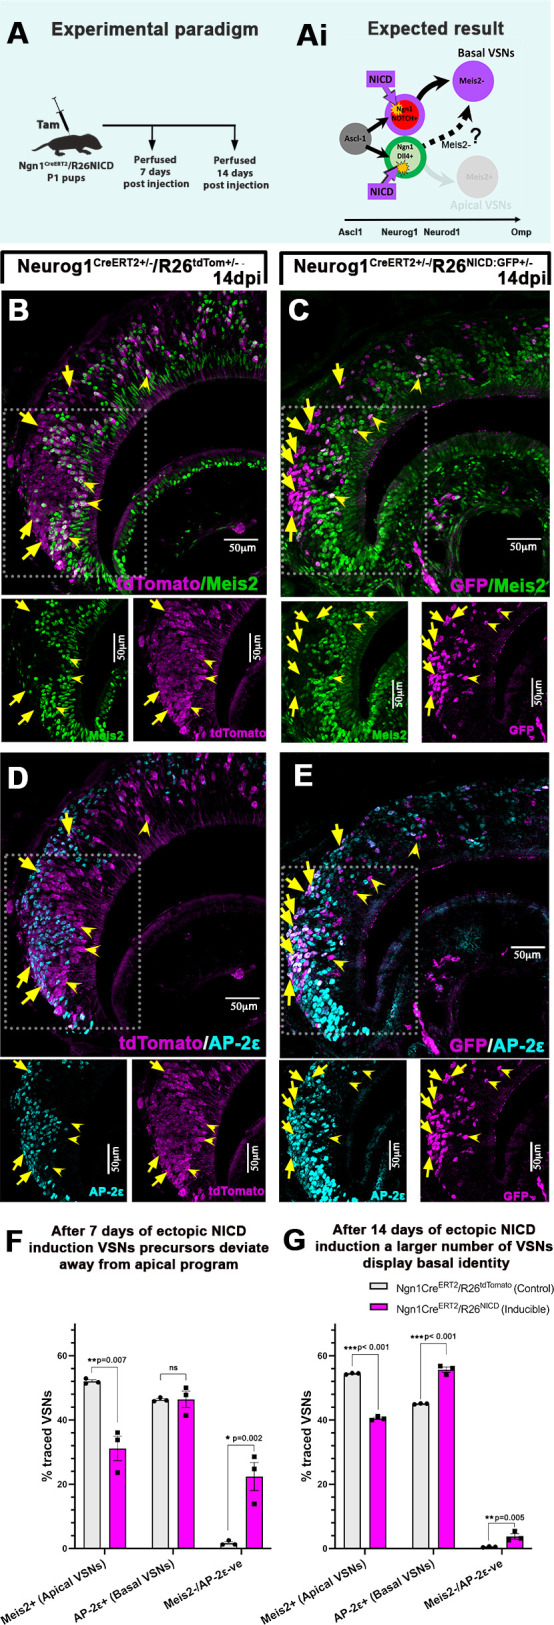
**Ectopic expression of NICD at the Neurog1**^+^ **stage diverts neuronal precursors towards basal VSN fate.** (A) Neurog1Cre^ERT2^/R26tdTom and Neurog1Cre^ERT2^/R26NICD pups were injected with tamoxifen at P1 and perfused at 7 and 14 dpi. (Ai) Expected results show that NICD overexpression at Neurog1^+^ stage may drive progenitors towards the basal VSN fate. (B-E) Immunofluorescence anti tdTom/Meis2/Tfap2e in Neurog1Cre^ERT2^-traced control pups and Neurog1Cre^ERT2^/R26NICD mutant pups at 14 dpi. Panels B and C highlight tdTom/Meis2 staining and panels D and E highlight tdTom/Tfap2e (AP-2ε) staining. Arrows show traced Tfap2e^+^ basal VSNs and arrowheads show Meis2^+^ apical VSNs in both control and inducible mice. (F,G) Quantification of percentage traced tdTom^+^ cells or GFP^+^ cells at 7 dpi and 14 dpi that are Meis2^+^, Tfap2e^+^ VSNs or Meis2/Tfap2e double negative cells in control and NICD mice. Statistical analysis based on arcsine-transformed values of the percentage data; unpaired two-tailed *t*-test; *n*=3 biological replicates. Data shown as mean±s.e.m. At 7 dpi, the average number of recombined cells in the control group was 368.1±23.8 and in the mutant group it was 128.3±35.2. At 14 dpi, the average number of recombined cells in the control group was 509±46.6 and in the mutant group it was 148.5±20.7.

In contrast, in the Neurog1Cre^ERT2^/R26NICD inducible mice, 1 week after constitutive NICD overexpression we found that the Meis2^+^ apical VSN population significantly decreased to 31.1±3.8%, whereas Meis2/Tfap2e double negative cells significantly increased to 22.4±4.3%, with the rest of the population being Tfap2e^+^ (mean±s.e.m.) (Fig. 9F).

To further understand whether the NICD-induced Meis2/Tfap2e double negative cells can arrive to express the basal maturation marker Tfap2e (Lin et al., 2018) (Fig. 2C), we also analyzed control and NICD inducible mutants 14 days after tamoxifen injection (Fig. 9A). Corroborating the 7 dpi results, Neurog1Cre^ERT2^/R26NICD mutants at 14 days also showed significant decrease in the Meis2^+^/GFP^+^ population (Fig. 9B-E,G). However, at this stage there is a significant increase in the Tfap2e^+^/basal VSNs from 45±0.08% in control pups to 55.7±0.8% in the mutants, with the rest of the traced cells being Meis2/Tfap2e double negative (mean±s.e.m.) (Fig. 9G). These data suggest that induction of Notch signaling at the Neurog1 stage is sufficient to promote the VSNs towards the basal differentiation program.

## DISCUSSION

The interaction of extrinsic and intrinsic regulators is important for neural stem cells and progenitors to make cell fate decisions and give rise to specific neuronal cell types. The VSE of mice is composed of V1R^+^/Gαi2^+^ apical and V2R^+^/Gαo^+^ basal VSN sub types. Correct development and function of these two main types of VSNs is important for social, sexual, maternal and predator avoidance behaviors of rodents (Chamero et al., 2011; Oboti et al., 2014; Trouillet et al., 2019; Pallé et al., 2020). However, Bcl11b is the only known intrinsic regulator previously shown to affect the initial cell fate decision in the VNO (Enomoto et al., 2011). In the current study, we identified the role of active Notch1 signaling in the cell fate specification of apical and basal VSNs. In the context of T cell development, *Bcl11b* was previously reported to be a direct downstream Notch signaling target gene (Li et al., 2010). Our results confirm a similar Notch-Bcl11b activation axis in the VNO.

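At the split point, *Bcl11b* itself was counted in 25 of 37 Notch1+ cells without *Dll4* (67.6%, 95% CI 50.2 to 82.0%) and in 2 of 18 Dll4+ cells without *Notch1* (11.1%, 95% CI 1.38 to 34.7%). Its summed UMIs were 117 and 6, with a standard error of the log2 fold change of 0.573 and an adjusted p of 0.0599 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the change, larger in library 1 than in library 2, passed the threshold with the library as a block. Cells with neither *Notch1* nor *Dll4* held *Bcl11b* in 21 of 46 (45.7%, 95% CI 30.9 to 61.0%), and 3 of 5 cells with both did. *Mki67* was counted in 23 Notch1+ (62.2%) and 9 Dll4+ cells (50%).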

In this study, scRNA-seq analysis of adult mouse VNO at the neuronal differentiation dichotomy identified specific expression of *Dll4* ligand and *Notch1* receptor in the apical and basal committed neuronal precursors, respectively. Notably, other studies have previously highlighted the expression of *Notch1* and *Dll4* in the VNO at different developmental stages. In particular, broad *Notch1* and *Dll4* expression have been reported throughout the developing VNO at embryonic stages (Benedito and Duarte, 2005; Wakabayashi and Ichikawa, 2007). However, in postnatal stages, similar to our observations, restricted expression of *Notch1* has been previously reported in the marginal zones, the neurogenic areas of the VNO (Benedito and Duarte, 2005; Wakabayashi and Ichikawa, 2007). These data suggested to us to investigate potential roles for Notch-Delta signaling in establishing VSN dichotomy.

Notch is an evolutionarily conserved juxtacrine signaling pathway associated with inhibitory interactions that can determine the cell fates adopted by juxtaposed differentiating cells (Collier et al., 1996; Artavanis-Tsakonas et al., 1999). Notch inhibitory ligand-receptor interactions rely on non-symmetric expression of a Notch transmembrane receptor and a Notch ligand on neighboring cells. Notch activation in one cell prevents it from assuming the same fate as the neighboring cell expressing the ligand. Notch paralogs (Notch1, Notch2, Notch3, Notch4), three delta-like ligands (Dll1, Dll3, Dll4) and two jagged-like ligands (Jag1, Jag2) have been identified in mammals (Bray, 2016). In this study, we performed loss-of-function and gain-of-function experiments at the Ascl1^+^ neuronal progenitor stage and Neurog1^+^ neuronal precursor stage to probe the necessity and sufficiency of Notch signaling in establishing neuronal diversity in the VNO. *Notch1* receptor knockout from the Ascl1^+^ neuronal progenitor stage onwards (Ascl1Cre^ERT2^ driver) caused most of the developing neurons to enter the apical/Meis2^+^ differentiation program. This suggests that neuronal progenitors will default towards apical VSN fate if not instructed otherwise. Vomeronasal precursors with active Notch signaling go on to express *Bcl11b* (Enomoto et al., 2011) and then *Tfap2e* at a later maturation stage (Lin et al., 2018). Notably, Notch signaling can occur in both canonical and non-canonical fashions (Siebel and Lendahl, 2017). By performing *Rbpj* conditional ablation, a key transcription factor in the canonical pathway (Contreras-Cornejo et al., 2016), we showed that the activation of the basal VSN program relies on canonical Notch signaling (Figs 5 and 6).

Activation of signaling pathways at different stages of development can lead to different cellular outcomes. By using the Neurog1Cre^ERT2^ driver, rather than the Ascl1Cre^ERT2^, we were able to ablate Notch1 expression at later stages of VSN neuronal differentiation. Interestingly, *Notch1* ablation after Cre recombination induction at Neurog1 stage was no longer effective at altering the differentiation trajectories of the VSNs (Fig. S5). Based on this, we propose that, in the developing VSNs, Notch activation has to occur within a crucial developmental time window during which cells still retain sufficient cellular plasticity.

To understand whether the differences in the VSN cell types observed after Notch signaling ablation were due to aberrant proliferation or cell death, we quantified these two variables (Fig. 7). Our data showed no differences in cell division or apoptosis. However, we found that 3 days after recombination, most of the proliferative cells were negative for Bcl11b, which is a known Notch signaling target with a role in directing basal VSN differentiation (Li et al., 2010; Enomoto et al., 2011). These data confirm an early role of canonical Notch signaling in directing the expression of alternative differentiation programs starting from proliferative precursors in the VNO.

Ectopic activation of Notch signaling has been previously shown to be able to alter cell fate (Jadhav et al., 2006). Consistently, our conditional ectopic NICD gain-of-function experiments in the VNO led to distinct phenotypes depending on the timing of NICD induction. NICD activation in Ascl1^+^ neural committed progenitors, which normally give rise to VSNs (see Fig. 8B), appears to be sufficient to redirect their differentiation towards sustentacular cell fate. However, owing to the undetectability of GFP in the early stages (1 or 2 dpi), we could not assess whether early changes in proliferation or cell death compromised the formation of neurons from the recombined cells. The non-neuronal fate may result from NICD-mediated negative regulation of neurogenic transcription factors (Kunnimalaiyaan et al., 2006; Imayoshi et al., 2013) and by the activation of the alternative sustentacular differentiation program. Notably, it has been shown that NICD overexpression in both multipotent horizontal basal cells (HBCs) and globose basal cells of the main olfactory epithelium is sufficient to induce sustentacular cell differentiation (Herrick et al., 2018). Moreover, our scRNA-seq data also identified the expression of downstream Notch targets in the VNO sustentacular cell population, suggesting a role for Notch signaling in their formation (Fig. S7). 

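The 282 sustentacular-like cells (1825409 UMIs in library 1 and 1706084 in library 2) were tested against the 704 mature VSN-like cells (5624643 and 4295451 UMIs). Of 13953 genes, 4057 were higher and 4248 lower in sustentacular-like cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 8994 at an unadjusted p under 0.05. The alternative that moved these numbers most was the mitochondrial limit of 10%, with 5763 and 5178. Both groups are clusters drawn on variable genes of the same cells, so these numbers follow in part from how the groups were formed. *Hey1* was counted in 245 of 282 sustentacular-like cells (86.9%, 95% CI 82.4 to 90.6%) and 34 of 704 mature VSN-like cells (4.83%, 95% CI 3.37 to 6.68%), and in 76.0% and 1.93% after thinning. *Hes1* (ENSMUSG00000022528, chromosome 16 from 30064384 to 30067796, forward strand) was counted in 250 of 282 (88.7%, 95% CI 84.4 to 92.1%) and 75 of 704 (10.7%, 95% CI 8.47 to 13.2%), and in 77.2% and 5.93% after thinning. Their log2 fold changes were 5.99 (standard error 0.186, adjusted p = 4.15e-06) and 4.88 (standard error 0.245, adjusted p = 1.94e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with *Hey1* at 5.87 in library 1 and 5.83 in library 2. *Notch1* (4.75), *Notch2* (5.29), *Notch3* (5.70), *Jag1* (4.32), *Ccnd1* (3.53) and *Nrarp* (2.83) were also higher on the log2 scale and past the threshold, and *Jag2* (-3.44) was lower. *Hes5* was counted in 1 of the 282 cells. *Numb* (0.57, standard error 0.214) and *Notch4* (-0.53) did not pass, and *Numb* did with the library as a block, with edgeR's filterByExpr, with the mitochondrial limit at 10% and at a resolution of 0.5. With the markers of either type and the vomeronasal receptor genes left out, the largest rises past the threshold in both libraries alike were *B830012L14Rik* (at least 172-fold higher), *Ggt1* (99.3), *Alpl* (97.4) and *Plek2* (74.0), each with 0 UMIs in mature VSN-like cells and a floor of 3 counts over the group, and *Abca13* (466 against 2 UMIs, a ratio of 655, counting interval 180.2 to 5420.4). Among the same genes the largest falls were *Ncam2* (at least 68.6-fold lower), *Actl6b* (61.9) and the neighbouring paralogs *H2-M10.1* (74.9), *H2-M10.3* (58.1) and *H2-M10.4* (57.1), whose values are uncertain because reads can be shared within that family. Fig. S7 was not analysed here.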

Although, Ascl1^+^ progenitors have more restricted potency than HBCs (Fletcher et al., 2017), the phenotypic change of vomeronasal Ascl1^+^ progenitors in response to NICD implies that, even at this stage, the chromatin landscape is still plastic enough to be rearranged by active Notch signaling (Aydin et al., 2019; Rahe and Hobert, 2019).

On the other hand, NICD activation at the Neurog1^+^ stage did not convert neuronal cells to sustentacular cells, but rather increased the proportion of basal VSNs. This suggests that, at the Neurog1^+^ stage, VSN precursors have reached a level of commitment sufficient to prevent them from being reprogrammed to sustentacular cells (Rahe and Hobert, 2019). However, at Neurog1^+^ stage, we observed that active Notch signaling is sufficient to divert VSN precursors towards the basal VSN fate. After Neurog1 Cre-mediated NICD induction, we also observed that several VSNs retained the apical identity (Fig. 9F,G). Notably, Neurog1 expression starts immediately after Ascl1, and it is maintained until the apical-basal VSN dichotomy is established (see Fig. 2B). Therefore, Neurog1Cre recombination, and NICD induction, can occur at different stages before or after the differentiation dichotomy occurs. It is therefore possible that the plasticity and the ability of Notch signaling to reprogram VSNs to basal fate is limited to a short developmental window (Rahe and Hobert, 2019).

Evolution of new sensory neuronal types in animals can have an important role in determining their social and environmental fitness by expanding their ability to detect, compute and respond to new stimuli. Vomeronasal receptor types V1R and V2R are functionally and evolutionarily unrelated superfamilies of receptors, and previous studies have highlighted the diversity of V1R^+^ and V2R^+^ VSN populations across many vertebrate species (Grus and Zhang, 2006; Shi and Zhang, 2007). In most mammals (e.g. horse, goat, musk shrew, common marmoset, dog and cow), few to no V2R genes appear to be expressed. Notably, rodents and opossum have a strikingly expanded repertoire of functional V2R genes and, in these animals, specialized VSNs segregate into V1R^+^/Gαi2^+^ apical and V2R^+^/Gαo^+^ basal population (Takigami et al., 2000, 2004). In conclusion, our study has revealed a crucial role for Notch signaling in determining the formation of the two main neuronal cell types of the VNO of mice. Our data suggest an important evolutionary role for Notch signaling in driving the cellular diversity of neuroepithelia of vertebrates.

## MATERIALS AND METHODS

### Mouse lines

We purchased Ascl1Cre^ERT2^ [*Ascl1^tm1.1(Cre/ERT2)Jejo^*/J, 012882], Neurog1Cre^ERT2^ [B6;129P-Tg(Neurog1-cre/ERT2)1Good/J, 008529], Notch1^fl/fl^(B6.129X1-*Notch1^tm2Rko^*/GridJ, 007181), Rbpj^fl/fl^ (C57BL/6J-*Rbpj^em2Lutzy^*/J, 034200), R26NICD [*Gt(ROSA)26Sor^tm1(Notch1)Dam^*/J, 008159], R26tdTom [B6.Cg-*Gt(ROSA)26Sortm9^(CAG-tdTomato)Hze^*/J, 007909] mouse lines from The Jackson Laboratory. The *Foxn4^+/lacZ^* mouse line was previously generated (Li et al., 2004). Genotyping was conducted following the suggested primers and protocols from The Jackson Laboratory. Mice of either sex were used for immunohistochemistry and immunofluorescence experiments. All experiments involving mice were approved by the University at Albany Institutional Animal Care and Use Committee (IACUC).

### scRNA-seq

The VNOs of P60 C57BL/6J male mice were isolated and dissociated into single cell suspensions using neural isolation enzyme/papain (Thermo Fisher Scientific, 88285) in Neurobasal Medium (Thermo Fisher Scientific, 21103049) with 0.5 mg/ml Collagenase A, 1.5 mM L-cysteine and 100 U/ml DNAse I incubated at 37°C. The dissociated cells were then washed with Hank's Balanced Salt Solution (HBSS) and reconstituted in cell freezing medium (90% fetal bovine serum, Thermo Fisher Scientific, 26140079; 10% DMSO, Sigma-Aldrich, 472301). Cells were frozen from room temperature to −80°C at a freeze rate of −1°C/min. The single cell suspension was sent to SingulOmics for high-throughput single cell gene expression profiling using the 10x Genomics Chromium Platform.

Single cell library preparation and sequencing were conducted by SingulOmics. Cryopreserved viable single cell suspensions were thawed, washed, resuspended in cell culture media with 0.04% bovine serum albumin and counted. Viable cell suspensions were then loaded into the Chromium Controller (10x Genomics) to generate gel beads-in-emulsion (GEM), with each GEM containing a single cell as well as barcoded oligonucleotides. We made two samples targeting 10,000 cells to be captured per sample. Next, the GEMs were placed in the SimpliAmp 96-well Thermal Cycler (Thermo Fisher Scientific) and reverse transcription was performed in each GEM (GEM-RT). After the reaction, the complementary cDNA was amplified and cleaned using Silane DynaBeads (10x Genomics) and the SPRI select Reagent kit (Beckman Coulter). Amplified full-length cDNAs from poly-adenylated mRNA were then used to generate a 3′ Gene Expression library (Chromium Next GEM 3′ Single Cell Reagent kits v3.1, dual index) following the manufacturer's instructions (10x Genomics). Amplified cDNAs and the libraries were measured using Qubit dsDNA HS assay (Thermo Fisher Scientific) and quality assessed using BioAnalyzer (Agilent Technologies). Libraries were sequenced on a NovaSeq 6000 instrument (Illumina), and fastq files of two samples were generated using Illumina bcl2fastq. Fastq files were subsequently processed using 10x Genomics Cell Ranger analytical pipeline (v4.0.0) and mouse mm10 reference. Cellranger aggr was used to aggregate outputs from both the libraries and the aggregated filtered processed files were finally taken as input to do quality control check and further downstream clustering analysis using Seurat 3.2.3. scRNA-seq data from OmpCreHet P10 animals has been generated as described above.

### Tamoxifen treatment

Tamoxifen (Sigma-Aldrich, 10540-29-1), was dissolved in corn oil at 20 mg/ml concentration. For all tamoxifen-inducible experiments we injected tamoxifen once intraperitoneally at P1 at a dose of 80 mg/kg body weight and perfused at indicated postnatal days.

### Tissue preparation

Collected tissues were perfused with PBS followed by 3.7% formaldehyde in PBS. Noses were immersion fixed in 3.7% formaldehyde in PBS at 4°C for 1-2 h depending on mouse age. All samples were cryoprotected in 30% sucrose in PBS overnight at 4°C then embedded in Tissue-Tek O.C.T. Compound (VWR, 25608-930) using dry ice and stored at −80°C. Tissue was cryosectioned using a CM3050S Leica cryostat at 16 µm for VNOs and collected on VWR Superfrost Plus Micro Slides (Radnor) for immunostaining. All slides were stored at −80°C until ready for staining. We included both males and females in our study but did not make any sex distinction for the analyses.

### Immunofluorescence

Citrate buffer (pH 6.0) antigen retrieval was performed (Lin et al., 2018), for all the antibodies indicated with an asterisk. Primary antibodies and concentrations used in this study were: goat anti-AP-2ε (*with antigen retrieval 1:500 and without antigen retrieval 1:200, AF5060, R&D Systems), chicken anti-GFP (1:3000, ab13970, Abcam), rabbit anti-GFP (1:1000, A-6455, Molecular Probes), *rabbit anti-Ki67 (1:1000, D3B5, Cell Signaling Technology), *mouse anti-Ki67 (1:500, 9449, Cell Signaling Technology), *mouse anti-Meis2 (1:500, sc-515470, Santa Cruz Biotechnology), rabbit anti-Meis2 (*with antigen retrieval 1:1000 and without antigen retrieval 1:500, ab73164, Abcam), *mouse anti-NeuroD1 (1:100, sc-46684, Santa Cruz Biotechnology), *goat anti-NeuroD1 (1:500, AF2746, R&D Systems), *rabbit anti-Notch1 (1:50, D1E11, Cell Signaling Technology), goat anti-Dll4 (*with antigen retrieval 1:50 and without antigen retrieval 1:25, AF1389, R&D Systems), *rabbit anti-NICD activated (1:75, D3B8, Cell Signaling Technology), *mouse anti-DsRd (1:500, TA180084, Origene), *rabbit anti-DsRd (1:500, 600-401-379, Rockland), HuC/D 8 μg/ml (Molecular Probes), rabbit anti-Foxn4 (1:50; Li et al., 2004), *rabbit anti-Gαo1 (1:1000, PA5-59337, Invitrogen), *mouse anti-Gαi2 (1:250, clone L5, MAB3077, Millipore).

Species-appropriate secondary antibodies conjugated with either Alexa Fluor 488, Alexa Fluor 594, Alexa Fluor 568 or Alexa Fluor 680 plus were used for immunofluorescence detection (Molecular Probes and Jackson ImmunoResearch Laboratories). Sections were counterstained with 4′,6′-diamidino-2-phenylindole (DAPI) (1:3000; CalBiochem, 268298) and coverslips were mounted with FluoroGel (Electron Microscopy Services, 17985-11). Confocal microscopy pictures were taken on a Zeiss LSM 710 microscope. Epifluorescence pictures were taken on a Leica DM4000 B LED fluorescence microscope equipped with a Leica DFC310 FX camera. Images were further analyzed using FIJI/ImageJ software.

### scRNA-seq quality control and cell clustering

Quality control (QC), and clustering and downstream analysis was performed using Seurat [3.2.3] package in R. Basic filtering was carried out in which all genes that were expressed in ≥3 cells and all cells with at least 200 detected genes were included. QC was based on number of genes and percentage of mitochondrial genes – all cells that expressed >9000 genes and >5% mitochondrial genes were not included in the analysis. After filtering, 10,582 cells were included for the clustering and analysis. Top 2000 highly variable genes across the population were selected to perform principal component analysis (PCA) and the first 30 principal components were used for cell clustering, which was then visualized using UMAP. Stem cells, neuronal progenitors, precursors and immature neuronal cell types were identified based on the expression of known genes. These cell types were specifically chosen to subset, and the top 2000 highly variable genes and top 15 principal components were used to cluster and create new Seurat object 2. Similarly, Seurat object 3 was created by focusing on clusters only at VSN dichotomy and the top 20 principal components were used to cluster and visualize. All downstream analysis that identified Notch1-Dll4 signaling was carried out using Seurat object 3.

For the integrated P10 and P60 scRNA-seq analysis, we preprocessed and determined highly variable features in P10 and P60 data separately. Seurat integration method was used to identify integration anchors, integrate both datasets and the first 35 principal components were used for downstream cell clustering.

### Pseudotime analysis of cell population

To further confirm the VSN dichotomy, we used Monocle3 to perform pseudotime analysis, where Ascl1^+^ cells were chosen as root node. We used Seurat wrappers package to directly convert Seurat object 2 into cell dataset format.

### Experimental design, quantification and statistical analyses of microscopy data

All data were collected from mice kept under similar housing conditions, in transparent cages on a normal 12 h light/dark cycle. Tissue collected from either males or females in the same genotype/treatment group was analyzed together unless otherwise stated; ages analyzed are indicated in text and figures. Measurements of VSE and cell counts were performed on confocal images of coronal serial sections immunostained for the indicated targets. Measurements and cell counts were carried out using ImageJ. The data are presented as mean±s.e.m. unless otherwise specified. Prism 9.0.1 was used for statistical analyses, including calculation of mean values and s.e.m. Values of traced cells in distinct genetic backgrounds were compared as percentage traced. Percentage values were transformed into Arcsine values. *P*-values were calculated using unpaired two-tailed *t*-test using the arcsine transformed values: *P<0.05, **P<0.01, ***P<0.001, ns, not significant. Each animal is considered as a biological replicate and both males and females were included in the loss-of-function and gain-of-function studies. Sample sizes and *P*-values are indicated as single points in each graph and/or in figure legends.

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

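Whole VNO of wild-type male mice at P60 was dissociated in 2 samples from 5 mice in total, and each sample gave 1 droplet-based single-cell library. The authors counted UMIs with Cell Ranger on mm10, merged the libraries with aggr and deposited raw counts of molecules per gene and barcode, with no normalization in the values. The setting of aggr for depth is not given in the sources used here, and the cell filters of the study are not applied in the deposited counts. The library of each barcode was taken from the number after its dash, which matches the number in the label of each sample. Libraries held 108005626 and 95442231 UMIs, with medians per barcode of 5035.5 and 5261 UMIs before and 6668 and 6650 UMIs after the filter. Of the 32285 gene identifiers, 32235 matched the GENCODE annotation of mm10, from which positions and types were taken, and 13 mitochondrial genes gave the mitochondrial share.

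Genes in at least 3 cells and cells with at least 200 and at most 9000 genes and at most 5% mitochondrial UMIs were kept. Cells were clustered with Seurat 5.3.0 in R 4.3.3, with 2000 variable genes, 30 principal components and a resolution of 0.8 for all cells, and 15 principal components for the lineage at 0.8 in a first pass and 1.0 in a second. Clusters were named where at least 3 of the markers of a type were raised 4-fold (all cells) or 1.5-fold (lineage), apart from 2 clusters of all cells left unnamed by hand, and under each alternative a cluster took the name of the main cluster that held at least 60% of its cells. The marker lists were fixed before the data were examined, as were the tests, the definitions of the groups, the rule for named genes and all alternatives but those given as added. Chosen after the data had been seen were both folds, the names given by hand, the removal of subclusters of other cell types, the list of 40 genes left out of the lineage clustering, the lineage resolution and its alternatives of 0.8, 1.2 and 1.5, the limit of 60%, the rate of 8% given to Scrublet, the class of cells with any of 4 targets, and the strict reading of the mitochondrial limit. Doublets were called per library with Scrublet through scanpy 1.11.5 (python 3.11.15, scipy 1.17.1, scikit-learn 1.9.0). Diffusion pseudotime was computed with scanpy, because Monocle was not at hand.

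Comparisons used edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest) on UMIs summed per library and group, over genes with at least 10 UMIs in the sums, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 4 comparisons were Bcl11b+ against Bcl11b- split-point cells, Notch1+ against Dll4+ split-point cells, the apical against the basal branch, and sustentacular-like against mature VSN-like cells. Only the 2 groups compared entered a fit. Genes named are those the study names for its single-cell data, the Notch receptors and ligands, and for each comparison the 5 with the largest change in each direction among those past the threshold and changed alike in both libraries. Genes whose UMIs define the groups are not reported as results of that comparison, and the changes of the markers that named the branches are given without a test. Other variable genes that entered the clustering of branches and cell types stay among the genes tested. Of the genes named, the study chose some on the same cells. Standard errors were derived from the fold change and the F statistic. The fit was tested on simulated counts with 50 genes changed at each of 4 sizes. At log2 changes of 1, 2, 3 and 4, edgeR found 28%, 86%, 92% and 100% of changed genes for the *Bcl11b* comparison (9093 genes, 3.77% of calls false), 16%, 68%, 88% and 94% for *Notch1* against *Dll4* (7360 genes, 4.32% false), 54%, 94%, 96% and 98% for the branches (10596 genes, 0.581% false), and 26%, 88%, 98% and 96% for sustentacular-like cells (14139 genes, 0% false). DESeq2 1.42.0 found 64%, 42%, 76% and 78% at a log2 change of 2 in the same order.

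Groups with the same number come from the same library, so the number marks a shared capture, and a fit with the library as a block was run as an alternative. The deviations of same-numbered sums from their group means correlated across genes at 0.159 (*Bcl11b*), 0.346 (*Notch1* against *Dll4*), 0.106 (branches) and 0.0468 (sustentacular-like), and genes are not independent replicates. The libraries differed by more than sampling noise in every group, with chi-square values per degree of freedom between 2.02 and 6.47, so they were not taken for 1 library deposited more than once, but this does not show that they differ as separate mice would. Other alternatives were DESeq2, no filter on low counts, edgeR's filterByExpr, leaving out each library, a mitochondrial limit of 10%, only cells between 5% and 10%, leaving out doublets, split-point cells defined by *Neurog1* alone or without *Gap43*, at least 2 UMIs for a positive cell, thinned cells, 20 principal components, a resolution of 0.5 for all cells, all variable genes in the clustering, and no limit on genes per cell. Thinning drew 6482 UMIs per cell, the 10th percentile of lineage cells, without replacement. Shares carry exact (Clopper-Pearson) 95% binomial intervals, and a count of 0 is given with the limit of 3 counts over the group. Not analysed here were the supplementary figures, the P10 data, and *Trpc2*, which is not among the genes of the counts.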

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

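The list of multiciliogenesis genes, the tests of this pattern against RNA of the cluster with ciliated cell markers and against a difference between the libraries, and the test of the cluster of 1 library were chosen only after the results were seen, and the other tests here were set before their results.

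Precursor-like cells expressed genes of multiciliogenesis, which the paper does not discuss. *Ccno* stood at 176 CPM in these 86 cells, where 49 held a UMI, against 4.63 CPM in the other lineage cells. *Mcidas*, which lies beside *Ccno* on chromosome 13 (112987802 to 112990777 for *Ccno* and 112993845 to 113000394 for *Mcidas*), stood at 63.6 against 0.713 CPM. *Gmnc* (96.1 against 11.2 CPM), *Foxj1* (52.8 against 1.25), *Deup1* (43.3 against 0.713), *Plk4* (493 against 78.8), *Myb* (78.5 against 15.2), *Fam183b* (90.7 against 2.32) and *Pifo* (73.1 against 1.78) were also higher, and *Cdc20b* was seen in 3 cells. RNA from the unnamed cluster with ciliated cell markers, free or in doublets, would bring its abundant transcripts along. *Foxj1* needs the smallest share of that RNA among the listed genes that were counted there, 40.1%. The level in the other lineage cells was then subtracted. Of the 20 most abundant marker genes of the cluster, 20 stayed below 0.1 of the level that this share would bring. This argues against RNA of the cluster as a whole. *Ltf*, for example, stood at 16995 CPM there and at 16.2 CPM in precursor-like and 26.6 CPM in the other lineage cells, where 6807 CPM would be needed, and *Ccno* itself at only 1.02 CPM there. Only 24 of the 185 cells of the cluster (13.0%, median 1370 UMIs) held *Foxj1*, so its abundant genes may come from its other cells. RNA of the ciliated cells within it was not tested alone. A difference between the libraries would leave no contrast within each of them, but for 9 of the 10 listed genes the 95% interval of the ratio of UMIs to the other lineage cells lay above 1 within each library, which argues against it, and *Cdc20b* had only 1 and 2 UMIs. Within library 1 *Ccno* stood at 178 against 4.19 CPM and within library 2 at 173 against 5.30 CPM. There is 1 condition, so no biological explanation was tested. Left open are RNA from the ciliated cells within the cluster that holds their markers and RNA from a type of cell among the other unnamed clusters. A further hypothesis is a state of precursors that shares genes with multiciliated cells.

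An unnamed cluster of 305 cells, 52.8% of them from library 1, held genes of mature VSNs and of sustentacular cells and had the highest median depth, 27734 UMIs against 13826 in mature VSN-like and 11264.5 in sustentacular-like cells. Such a pattern is what doublets of the 2 types would give. Outside the receptor families, 2 of 8427 genes (0.0237%) were over 2 times the higher of the 2 types, and 34 of 8550 with those families included. A mixture with weights of 0.535 for mature VSN-like and 0.437 for sustentacular-like cells correlated with the cluster at 0.987 across genes, which are not independent replicates. Doublets would give these values, although Scrublet called only 0.328% of the cells. Cells that truly express both sets of genes would look the same here. The cluster also held more cells than the sustentacular-like one (282). At the doublet rate of 8% given to Scrublet, random capture would join only a small part of the sustentacular-like cells to mature VSN-like cells. The size of the cluster therefore argues against doublets formed at random as the whole cause. The number of such doublets to be expected was not computed, and pairs of cells not separated before capture stay open. The cluster entered no comparison.

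An unnamed cluster of 222 cells came almost wholly from library 1 (98.6%, median 3356 UMIs), with *Spp1*, *Myh11* and *Pcp4* among its leading genes. A difference between the libraries that reaches all cells is argued against, since 0 other clusters held over 90% of their cells from 1 library. Tissue that was dissected with 1 sample only stays open and was not tested, and no biological explanation was tested.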

How the results depend on the processing

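The strict mitochondrial limit and the lineage resolutions of 0.8, 1.2 and 1.5 were chosen only after the result was seen, and the other alternatives were planned.

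For the 4 comparisons, 26 of 39 numbers of genes called stayed within 1.5 times the value reported, leaving out doublets and the mitochondrial limit of 10% among them. The *Bcl11b* comparison (18 genes) gave 126 with no filter, 10 with thinned cells and 0 with only cells between 5% and 10% mitochondrial UMIs, where edgeR found 102 genes at an unadjusted p under 0.05 among the 2922 tested. The *Notch1* and *Dll4* comparison (10 genes) gave 89 with no filter, 0 with filterByExpr, 5 with *Neurog1* alone, 39 without *Gap43*, 19 with at least 2 UMIs and 16 with thinned cells, and gave no test with only cells between 5% and 10%, where a group had no cells in 1 library. The branch comparison (684 genes) gave 267 with DESeq2, all of them among the 684. The same 18 genes passed with no filter and with filterByExpr in the *Bcl11b* comparison, whereas thinned cells kept 8 of the 18 and DESeq2 12. Beyond the filters, which change the genes tested, the cause was not tested.

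With the library as a block, the number called was 0 for *Bcl11b* (DESeq2 without a block 13, and 483 genes at an unadjusted p under 0.05 in the blocked edgeR fit), 101 for *Notch1* and *Dll4* and 1250 for the branches. Besides the genes named with these results, the block also moved *Gap43* between the branches past the threshold, and it changed the call of no other named gene. The blocked fit leaves 1 residual degree of freedom. Leaving out a library leaves 1 sum per group, so those values have no test. Of 164 such values of named genes, 81 stayed within the spread between libraries. Each is the value of the other library, which also sets this spread, so the number cannot show how stable the genes are. The number of cells kept was 4898 to 5694 and of lineage cells 286 to 354.

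Of 788 tested values of named genes, 674 kept their direction and their side of the threshold, 75 kept the direction and lost the threshold, 35 passed it and 4 turned. The 4 turned in the *Bcl11b* comparison with only cells between 5% and 10% mitochondrial UMIs: *Igfbp5* 1.74, *Meis2* 1.33, *Ina* 1.43 and *Cryab* -0.067 on the log2 scale, where the cause was not tested. *Notch1* and *Dll4* passed in the *Bcl11b* comparison only with no filter.

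Among the main shares and numbers of cells, values moved beyond the difference between the libraries in 37 of 167 cases with both libraries, 19 of them with thinned cells. Among the further shares and numbers, 19 of 74 moved, 8 of them with thinned cells. Thinning, which lowers detection within a cell and leaves out shallower cells, gave *Sox2* in 35.5% of Neurog1+ and 20.5% of Neurod1+ cells, *Neurod1* in 83.6% of apical-side cells, which is a rise, *Bcl11b* in 68.3% of basal-side cells, *Tfap2e* in 78.2% of basal-branch-like cells, a target in 78.9% of Notch1+ cells, *Meis2* in 10.5% of Notch1+ cells, *Jag2* in 9.01% of precursors, *Numb* in 6.45% of target-positive cells and *Foxn4* in 4.62% of Dll4-negative cells. *Gnai2* with *Gnao1* fell to 65.5% (apical-side), 66.7% (basal-side), 60.9% (basal-branch-like), 41.9% (later apical-like) and 46% (later basal-branch-like). In sustentacular-like cells *Hey1* fell to 76.0% and *Hes1* to 77.2%, and in mature VSN-like cells to 1.93% and 5.93%. With only cells between 5% and 10%, the groups were small: a target in 66.7% of Notch1+ (4 of 6) and 50% of Dll4+ cells (1 of 2), *Meis2* in 66.7% of Notch1+ cells, *Numb* in 0 of 13 target-negative cells, and *Foxn4* in 100% of Dll4+ (2 of 2) and 5% of other cells (1 of 20). A limit of 10% kept 18705 cells and gave *Tfap2e* in 86.1% of basal-branch-like cells, a target in 83.7% of Notch1+ cells and *Gnai2* with *Gnao1* in 65% of later apical-like cells. The last was 70.2% with all variable genes, and 68.8% at resolutions of 0.8, 1.2 and 1.5. *Tfap2e* was seen in 83.8% of basal-branch-like cells with all variable genes and in 36.2% of basal-side cells at 1.2 and 1.5. *Neurog1* alone gave a target in 87.5% of Notch1+ cells. At a resolution of 0.8 or a limit of 10%, no value for the sides of the split could be given, because the 2 clusters merged. What depth limits are the genes of few UMIs, such as *Notch1* at 70 and 30 UMIs and *Dll4* at 6 and 37 UMIs in the *Bcl11b* groups. Of simulated changes on the log2 scale, edgeR found 28% at 1, 86% at 2 and 92% at 3. The first of these is nearest in size to the change of *Notch1* (1.30), and the others to that of *Dll4* (-2.50). The simulated genes had a higher floor of UMIs than the test used, and no difference between the libraries. These shares may therefore be too high for genes of few UMIs such as *Dll4*. A missed threshold does not show equal levels.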

Differences from the paper's values

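No tests in this part were chosen after the result was seen, apart from the strict reading of the mitochondrial limit. The axis of Fig. 2Dii is labelled as a log fold change without a base and its key prints log2, so values below are given on the natural log scale and then on the log2 scale, as differences of the mean of log(1 + counts per 10000). They are computed over single cells and carry no test, whereas the tests elsewhere took libraries as replicates, and the text of the paper names no test for Fig. 2Dii. The split-point cells here are defined by 2 genes and are not the cells of the hand-drawn box. All values of Fig. 2Dii were read by eye, and the direction is the same for every gene.

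*Hes5* is at about 1.9 in Fig. 2Dii, read by eye, and was 1.02 (natural log) or 1.48 (log2) here. None of the alternatives set before the data were examined brought it within the paper's value on the natural log scale, and on the log2 scale the limit of 10%, at least 2 UMIs, thinned cells, only cells between 5% and 10% and leaving out library 1 did. *Ccnd1* is at about 1.5 in Fig. 2Dii, read by eye, and was 0.594 or 0.86. On the natural log scale only cells between 5% and 10% came within it, and on the log2 scale also at least 2 UMIs and leaving out library 2. *Nrarp* is at about 1.0 in Fig. 2Dii, read by eye, and was 0.578 or 0.83, with no alternative within it on the natural log scale and at least 2 UMIs within it on the log2 scale. *Notch1* is at about 0.86 in Fig. 2Dii, read by eye, and was 0.343 or 0.50, with only cells between 5% and 10% within it on either scale, and the limit of 10% and cells without *Gap43* on the log2 scale. *Dll4* is at about -0.7 in Fig. 2Dii, read by eye, and was -0.348 or -0.50, with only cells between 5% and 10% within it on either scale and cells without *Gap43* on the log2 scale. *Ooep* is at about -1.0 in Fig. 2Dii, read by eye, and was -0.802, with thinned cells and leaving out library 2 within it on the natural log scale, or -1.16 on the log2 scale, where the values do not differ. The other alternatives set before the data were examined did not come within the paper's value for these genes on the scale named. *Hey1* (0.648 or 0.93) and the number of cells after the quality filter (10592) do not differ by the same measure. The strict reading that gives 10582 cells, equal to the paper's number, was chosen after that number had been seen.

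The paper states that *Notch1*, *Dll4* and *Ccnd1* are enriched between Bcl11b+ and Bcl11b- cells. Their adjusted p was 0.347, 0.0921 and 0.0676 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in the direction stated and the same way in both libraries, and *Hes5*, *Hey1* and *Nrarp* passed. With the library as a block none of these genes passed, and *Hey1* and *Nrarp* did not pass with thinned cells either. With no filter on low counts *Notch1*, *Dll4* and *Ccnd1* passed, and *Ccnd1* also passed with filterByExpr, a limit of 10%, at least 2 UMIs and thinned cells. Of the 14 further genes of Fig. 2J, 7 passed. Of the others, *Bcl11b* passed with the block, no filter, at least 2 UMIs and the limit of 10%, *Id1* with the block, no filter, without *Gap43* and with thinned cells, *Rhov* with the block, no filter and without *Gap43*, *Ooep* with the block and no filter, *Ina* with the block and without *Gap43*, *Krt7* with the block, and *Igfbp5* without *Gap43* and with at least 2 UMIs.

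The paper states that *Meis2* is specific to cells past division on the apical branch. *Meis2* was also counted in 88.1% of progenitor-like cells (54.8% after thinning) at 177 CPM. Progenitor-like cells also raised markers of sustentacular cells, in which the paper reports Meis2 too. Sustentacular-like cells held *Meis2* in 85.5% at 249 CPM, so the value of progenitor-like cells may come in part from such cells. In precursor-like cells *Meis2* was counted in 52.3% (52.6% after thinning) at 445 CPM, against 2725 CPM in apical-side cells. It states that *Notch1* and *Dll4* exclude each other, and 5 of 106 split-point cells held both, fewer than the 9.11 under independence, and 0 of 82 thinned cells did, against 3.94. In library 2 the numbers were 4 and 4.8, and over the lineage 10 cells held both, more than the 5.76 under independence. The lineage mixes stages with and without these genes, so this excess does not bear on exclusion within a stage. It states that other Notch receptors and ligands are minimal in precursors, which held for 6 of 7, and *Jag2* was counted in 17.1% of precursors (9.01% after thinning) where *Dll4* was in 20.3% (19.8%), and by stage in 10.5% of precursor-like and 32.4% of cycling precursor-like cells, which are deeper. It states that many cells without Notch targets hold *Numb*, and 21.1% of such cells did, against 12.2% of cells with a target. It states that co-expression of *Gnai2* and *Gnao1* gives way to one of them over time, and co-detection fell from 85.7% through 65.7% to 55.6% along the basal branch (66.7%, 60.9% and 46% after thinning) and from 72.6% to 31.1% on the apical branch, but stood at 56.5% in later apical-like cells (65.5%, 27.5% and 41.9% after thinning along the apical branch). The order of these clusters is that of markers, and pseudotime places the later basal-branch-like cells (0.910) before the basal-branch-like ones (0.946). The paper places *Hey1* on the basal branch before *Tfap2e*, and of basal-side cells 9.52% held *Hey1* and 30.2% *Tfap2e*. Before the split, precursor-like cells held *Hey1* in 15.1% and *Tfap2e* in 5.81%. In progenitor-like and cycling precursor-like cells *Hey1* was seen and *Tfap2e* was not. The paper calls the *Pecam1* cluster pericytes, and those cells raised markers listed for endothelial cells, with *Rgs5* in 1.15%.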

Other observations

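The tests within Mki67-positive and Mki67-negative cells were separated only after the result was seen, out of 1 test written earlier for both, the test of doublets in the apical-side cluster was also chosen only after the result was seen, and the other tests here were chosen earlier.

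*Notch1*, *Hes5*, *Hey1*, *Nrarp* and *Ccnd1* were higher in Bcl11b+ split-point cells, and one candidate explanation is that more of these cells divide. Within Mki67-positive cells (26 Bcl11b+ and 20 Bcl11b-), the median log2 ratio of the 5 genes was 3.08, which argues against a larger share of dividing cells as the whole cause there. *Hes5* had 230 UMIs in the Bcl11b+ and 22 in the Bcl11b- cells of this kind, and *Hey1* 76 and 2. Within Mki67-negative cells (25 and 35) the median was -0.63, but the libraries went opposite ways. In library 2, 7 Bcl11b+ cells held 0 UMIs of each of the 5 genes, where 20 Bcl11b- cells held 54 of *Ccnd1* and 15 of *Notch1*, and in library 1 *Notch1* had 8 against 3 UMIs. With so few cells, an effect of division among Mki67-negative cells cannot be told apart from chance between libraries. A hypothesis is that the difference in Notch targets may lie mainly in precursors that still divide. Depth is argued against as the whole cause, since with all cells thinned before the call the median was 1.80, but this is lower than the 2.66 without thinning, and *Hey1* and *Nrarp* did not pass the threshold with thinned cells.

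*Bcl11b* in apical-side cells could come from free RNA, from basal-side cells placed in that cluster or from doublets. Thinned macrophage-like cells held a *Bcl11b* UMI in 1.13%, far below the interval of apical-side cells. The 35 Bcl11b+ cells of the cluster had *Meis2* at 2938 CPM, near the 2445 CPM of the 27 Bcl11b- cells and far from the 239 CPM of basal-side cells, which argues against basal-side cells. Doublets with a cell that expresses *Bcl11b* would hold more UMIs, and the Bcl11b+ cells had a median of 8717 UMIs against 8521 in the Bcl11b- cells, a ratio of 1.02, which argues against them, and Scrublet called 0% of the cluster. Differences between this cluster and the cells the study drew on its UMAP stay open, and no biological explanation was tested. Apical-side cells held *Gap43* in 98.4%, and the paper places *Bcl11b* on the apical branch from early maturation, so the values need not conflict. Dll4+ split-point cells without *Notch1* held *Bcl11b* in 2 of 18 (11.1%).

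*Meis2* in progenitor-like cells was also set against free RNA, and 4.51% of thinned macrophage-like cells held a *Meis2* UMI, below the interval of progenitor-like cells. Progenitor-like cells also raised markers of basal and sustentacular cells, and a contribution of such cells was not tested. Sustentacular-like cells held *Meis2* in 85.5% at 249 CPM, so such a contribution stays open.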
